# Adipocyte YTH N(6)-methyladenosine RNA-binding protein 1 protects against obesity by promoting white adipose tissue beiging in male mice

**DOI:** 10.1038/s41467-023-37100-z

**Published:** 2023-03-13

**Authors:** Sujun Yan, Xiaoling Zhou, Canlan Wu, Yunyi Gao, Yu Qian, Jingyu Hou, Renxiang Xie, Bing Han, Zhanghui Chen, Saisai Wei, Xiangwei Gao

**Keywords:** RNA modification, Fat metabolism, Obesity

## Abstract

Obesity, one of the most serious public health issues, is caused by the imbalance of energy intake and energy expenditure. N(6)-methyladenosine (m^6^A) RNA modification has been recently identified as a key regulator of obesity, while the detailed mechanism is elusive. Here, we find that YTH RNA binding protein 1 (YTHDF1), an m^6^A reader, acts as an essential regulator of white adipose tissue metabolism. The expression of YTHDF1 decreases in adipose tissue of male mice fed a high-fat diet. Adipocyte-specific *Ythdf1* deficiency exacerbates obesity-induced metabolic defects and inhibits beiging of inguinal white adipose tissue (iWAT) in male mice. By contrast, male mice with WAT-specific YTHDF1 overexpression are resistant to obesity and shows promotion of beiging. Mechanistically, YTHDF1 regulates the translation of diverse m^6^A-modified mRNAs. In particular, YTHDF1 facilitates the translation of bone morphogenetic protein 8b (*Bmp8b*) in an m^6^A-dependent manner to induce the beiging process. Here, we show that YTHDF1 may be an potential therapeutic target for the management of obesity-associated diseases.

## Abstract (web summary)

Activation of white adipose tissue (WAT) thermogenesis alleviates obesity-associated metabolic disorders in rodents. Here the authors report that the m6 A RNA modification reader YTHDF1 promotes WAT thermogenesis in a study with male mice, and may be a potential target for the treatment of obesity.

## Introduction

Adipose tissue is traditionally categorized into white adipose tissue (WAT) and brown adipose tissue (BAT), depending on its morphology and function^1^. WAT possesses unilocular, large lipid droplets and is involved in lipid storage. Excessive lipid storage in WAT results in obesity and related metabolic disorders, including insulin resistance, hepatic steatosis, diabetes, and cardiovascular disease^2,3^. By contrast, BAT possesses multilocular, small lipid droplets and a large number of mitochondria, in which uncoupling protein 1 (UCP1) is expressed, specializing in energy production in the form of heat^4^. Emerging evidence has identified a third type of adipose tissue, termed “beige” adipose tissue, which can be induced from WAT in cases of cold exposure, exercise, diet, and various activators^5,6^. Beige adipose tissue has unique origins and molecular characteristics compared with classic BAT^7^. Activation of thermogenesis in brown or beige adipose tissues increases systemic energy expenditure and alleviates obesity-associated metabolic diseases^8,9^. Thus, a deeper understanding of the mechanisms regulating energy storage and expenditure may lead to the development of therapeutic strategies that improve metabolic health.

N(6)-methyladenosine (m^6^A), the most abundant internal modification on mRNA, is catalyzed by the RNA methyltransferase complex methyltransferase-like (METTL) 3/METTL14/WT1-associated protein^10–12^. As a reversable modification, m^6^A methylation can be removed by AlkB homolog 5 or fat mass and obesity-associated protein (FTO)^13,14^. The YTH domain-containing ‘reader’ proteins, bind m^6^A and differentially regulate mRNA metabolism, including mRNA splicing, maturation, degradation, and translation. YTHDF1 enhances the translation of m^6^A-modified mRNAs, while YTHDF2 promotes the degradation of m^6^A-modified mRNAs^15,16^. YTHDF3 was reported to regulate both mRNA translation and degradation^17^.

Recent studies have highlighted an essential role of m^6^A modification in adipocytes metabolism. Single-nucleotide polymorphisms in *FTO* are closely related to the occurrence of obesity^18,19^, and knockout of *Fto* decreases HFD-induced obesity^20^. Coordinately, FTO inhibitors can increase thermogenesis, improve glucose tolerance, and ultimately inhibit obesity^21^. Moreover, METTL3 is essential for controlling postnatal development and energy homeostasis in BAT^22^. Because the fates of methylated mRNAs, ranging from degradation to translation, are determined by their reader proteins^15,16,23,24^, deciphering the functions of m^6^A reader proteins may help elucidate the mechanisms of m^6^A function in adipocyte metabolism.

In this work, we assessed the role of YTHDF1 in adipose tissue using WAT-specific *Ythdf1*-knockout male mice and adeno-associated virus^25^-mediated *Ythdf1* overexpression. We demonstrated that YTHDF1 promotes mRNA translation to induce WAT beiging and alleviate obesity. Our results highlighted an important role of YTHDF1 in preventing obesity and provided potential targets for the treatment of obesity-associated metabolic diseases.

## Results

### Adipose YTHDF1 expression is reduced in obesity

Dysregulated m^6^A modification results in obesity in both mice and human beings^18,19^. To investigate the functions of “reader” proteins in this process, we detected the expression of YTH proteins (YTHDF1/2/3) in mice fed a standard chow diet (CD) or obese mice induced by a high fat diet (HFD). We observed a dramatic increase in body weight, iWAT weight, eWAT weight and BAT weight, indicating the successful induction of obesity (Supplementary Fig. 1A). Interestingly, YTHDF1 was dramatically downregulated in inguinal WAT (iWAT) in obese mice compared with that in control mice (Fig. 1a, c, Supplementary Fig. 1B, C). The expression of YTHDF2/3 did not change in both iWAT and BAT of HFD-induced mice (Fig. 1a–d, Supplementary Fig. 1B–E). Notably, HFD-fed mice exhibited lower expression of thermogenic genes (e.g., *Ucp1*, *Ppargc1a*, *Cidea*, *Pparg*, *Adrb3*, and *Cox8b*) in iWAT, implying impaired thermogenesis (Fig. 1c). Importantly, the published sequencing data revealed decreased *YTHDF1* mRNA expression in WAT of individuals with obesity compared with that in nonobese individuals (Fig. 1e). The negative correlation of YTHDF1 expression in WAT with obesity implies a role of this protein in adipose tissue metabolism.

**Fig. 1:**
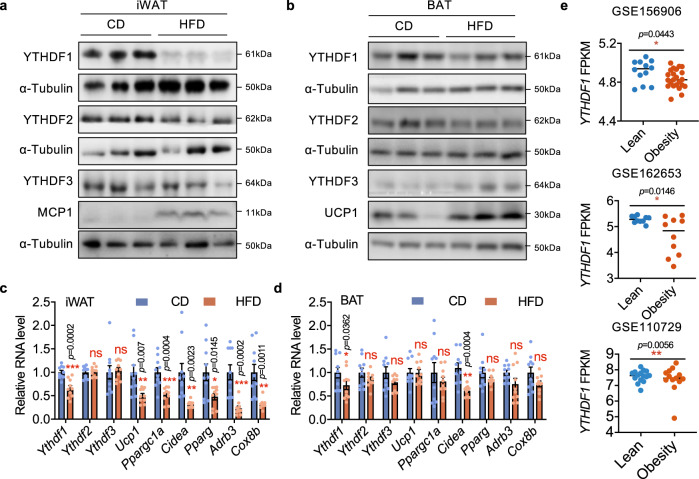
Adipose YTHDF1 expression is reduced in obesity. **a**, **b** Immunoblot analysis of YTH family proteins in iWAT **a** and BAT **b** of mice fed with CD or HFD for 12 weeks. **c, d** mRNA levels of *Yth* family genes and thermogenesis-related genes in iWAT **c** and BAT **d** of CD- and HFD-fed mice. Data were presented as mean ± SEM (*n* = 10). ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001, two-sided t-test. **e** Expression of *YTHDF1* in human white adipose tissues from GSE156906 (*n*_Lean_ = 14, *n*_Obesity_ = 27, two-sided t-test), GSE162653 (*n* = 10, two-sided t-test), and GSE110729 (*n*_Lean_ = 15, *n*_Obesity_ = 13, F-test). Source data are provided as a Source Data file.

### Adipocyte-specific knockout of *Ythdf1* predisposes mice to HFD-induced obesity

To study the function of YTHDF1 in adipose tissue, we generated adipocyte-conditional *Ythdf1*-knockout mice (*Ythdf1*^*cKO*^ mice, termed *Y1*^*cKO*^ or cKO), which were produced by crossing *Ythdf1*^*flox/flox*^ mice (*Ythdf1*^*CTL*^ mice, termed *Y1*^*CTL*^ or CTL) with Adipoq-Cre transgenic mice (Supplementary Fig. 2A, Fig. 2a). Knockout of *Ythdf1* did not affect the expression of YTHDF2/3 in iWAT and BAT (Supplementary Fig. 2B, C). CD-fed *Ythdf1*^*cKO*^ mice and *Ythdf1*^*CTL*^ littermates showed similar weight gain and similar iWAT, BAT, and eWAT weights (Supplementary Fig. 2D, E). Consistent with these results, there were no difference in triglyceride (TG), total cholesterol (CHO), or low-density lipoprotein (LDL) levels between *Ythdf1*^*CTL*^ and *Ythdf1*^*cKO*^ mice after CD feeding (Supplementary Fig. 2F). Analyses of intraperitoneal glucose tolerance and insulin resistance, as measured using glucose tolerance tests (GTTs) and insulin tolerance tests^26^, showed no significant difference between CD-fed *Ythdf1*^*CTL*^ and *Ythdf1*^*cKO*^ mice (Supplementary Fig. 2G, H).

**Fig. 2:**
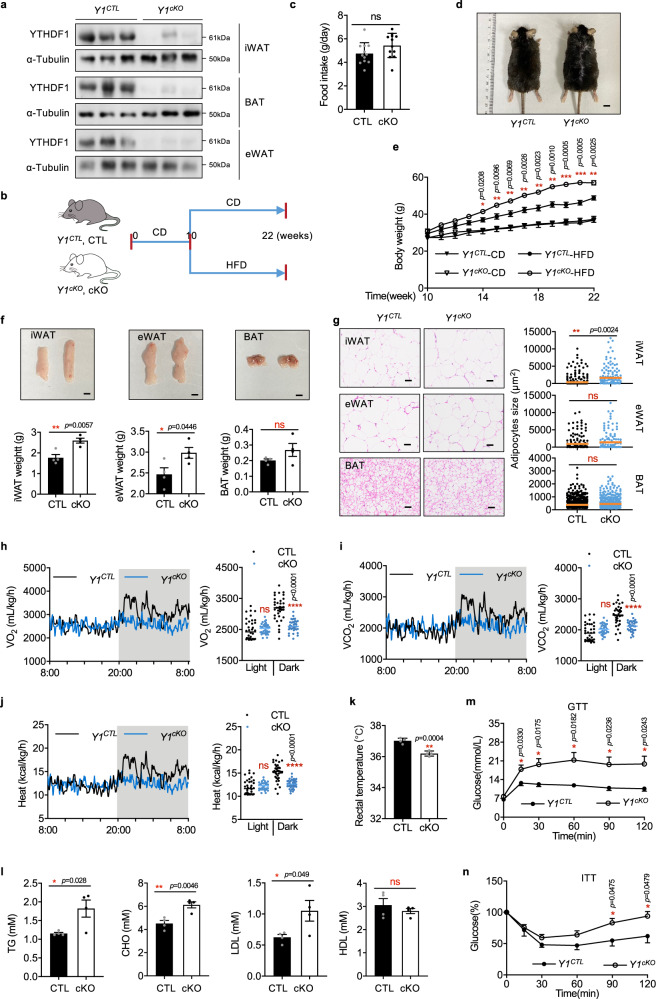
Adipocyte-specific knockout of *Ythdf1* predisposes mice to HFD-induced obesity. **a** Immunoblotting of adipose tissues from *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. **b** Schematic of the mouse treatment regimen. **c**–**n** The *Y1*^*CTL*^ and *Y1*^*cKO*^ littermates were fed with HFD. **c** Daily food intake by *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. **d** Gross view of *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. Scale bar, 0.5 cm. **e** Body weights of *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. **f** Gross view and weights of iWAT, eWAT, and BAT from *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. Scale bar, 0.5 cm. **g** H&E staining of iWAT eWAT, and BAT from *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. Scale bar, 50 μm. The red line indicated the average size. No adjustments. **h**–**j** O_2_ consumption **h**, CO_2_ generation **i**, and energy heat generation **j** of *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. White and gray areas in the graphs indicate day and night, respectively. **k** Rectal temperature in *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. **l** Serum concentrations of TG, CHO, LDL, and HDL in *Y1*^*CTL*^ and *Y1*^*cKO*^ mice fed with HFD. **m**, **n** glucose tolerance **m** and Insulin tolerance **n** fed with HFD. Data in **c**, **e**–**n** were presented as mean ± SEM (*n* = 4 biologically independent mice). ns, not significant, *P < 0.05, **P < 0.01, ****P < 0.0001, two-sided t-test. Source data are provided as a Source Data file.

To clarify the function of YTHDF1 in obesity, *Ythdf1*^*CTL*^ and *Ythdf1*^*cKO*^ mice were fed an HFD starting at 10 weeks of age to induce obesity (Fig. 2b). Although CD-fed *Ythdf1*^*cKO*^ mice and *Ythdf1*^*CTL*^ littermates showed similar weight gain (Fig. 2e), HFD-fed *Ythdf1*^*cKO*^ mice showed significantly higher body weights compared with *Ythdf1*^*CTL*^ littermates, despite comparable food intake (Fig. 2c–e). Examination of dissected fat tissues confirmed that epididymal and inguinal but not brown fat pads were larger in *Ythdf1*^*cKO*^ mice (Fig. 2f). Moreover, hematoxylin and eosin (H&E) analysis revealed that the WAT in *Ythdf1*^*cKO*^ mice showed enhancement of obesity-related features, including larger unilocular lipid droplets (Fig. 2g). Taken together, these data suggested that *Ythdf1*^*cKO*^ mice were more prone to HFD-induced obesity.

### Adipocyte-specific knockout of *Ythdf1* aggravates obesity-induced metabolic disorders

The observed increase in body weight after HFD feeding, independent of food intake, suggested increased energy storage and reduced thermogenesis by *Ythdf1*^*cKO*^ mice. Indeed, metabolic cage experiments demonstrated that deletion of *Ythdf1* inhibited oxygen consumption, carbon dioxide generation, and energy heat generation during dark cycles (Fig. 2h–j). The core temperature was significantly reduced in *Ythdf1*^*cKO*^ mice (Fig. 2k). HFD feeding can elevate circulating levels of TG, CHO, and LDL^27^. We observed a further increase in these parameters in HFD-fed *Ythdf1*^*cKO*^ mice (Fig. 2l). Notably, GTTs and ITTs showed that *Ythdf1*^*cKO*^ mice fed an HFD developed glucose intolerance and insulin resistance (Fig. 2m, n). Collectively, our data demonstrated that adipocyte-specific knockout of *Ythdf1* aggravated the detrimental effects of obesity.

Furthermore, we fed the *Ythdf1*^*CTL*^ and *Ytdhf1*^*cKO*^ mice HFD under thermoneutral conditions. Deletion of *Ythdf1* exacerbated obesity, reduced rectal temperature, and downregulated the thermogenic genes (Supplementary Fig. 3A–E). Metabolic cage experiments showed that deletion of *Ythdf1* inhibited oxygen consumption, carbon dioxide generation, and energy heat generation during both light and dark cycles (Supplementary Fig. 3F–H). These data implied that the metabolic changes in *Ythdf1*^*cKO*^ mice might be caused by impaired thermogenesis of iWAT.

### Adipocyte-specific knockout of *Ythdf1* inhibits the beiging of WAT

Studies have demonstrated that beige adipose tissue plays active roles in lipid metabolism and has potential therapeutic relevance for weight loss^8,28^. Beiging is induced by chronic exposure to external cues, such as cold treatment or adrenergic stimulation^5,6^. To investigate whether YTHDF1 modulates the functions of beige adipose tissues, we induced the beiging process. YTHDF1, but not YTHDF2/3, was upregulated in cold-treated iWAT (Fig. 3a and Supplementary Fig. 4A, B). β3-Adrenergic receptor (AR) is the main signaling protein involved in the beiging process. Intraperitoneal administration of the β3-AR agonist CL-316,243 (CL) resulted in the upregulation of YTHDF1 (Fig. 3b). Histological and immunohistochemical analyses showed that the lipid droplets were larger in *Ythdf1*^*cKO*^ mice than that in *Ythdf1*^*CTL*^ mice after cold stimulation (Fig. 3c). UCP1 expression was also dramatically downregulated in iWAT of *Ythdf1*^*cKO*^ mice (Fig. 3d). Overexpression of YTHDF2/3 could not rescue the phenotype of *Ythdf1*^*cKO*^ (Supplementary Fig. 4C, D), implying differential roles of YTHDF1/2/3 in adipose tissue. Interestingly, UCP1 in BAT was unchanged in *Ythdf1*^*cKO*^ mice after cold stimulation (Fig. 3e). Other thermogenesis- and lipolysis-related genes were both downregulated in iWAT rather than BAT (Fig. 3f, g and Supplementary Fig. 4E, F), suggesting that YTHDF1 may have a major role in WAT rather than BAT. Consistently, the rectal temperatures of *Ythdf1*^*cKO*^ mice remained lower after cold exposure (Fig. 3h). The primary preadipocytes were further isolated from *Ythdf1*^*CTL*^ and *Ythdf1*^*cKO*^ mice and the thermogenic program was determined. Deletion of *Ythdf1* dramatically reduced the O_2_ consumption rate (OCR) in primary preadipocytes (Fig. 3i).

**Fig. 3:**
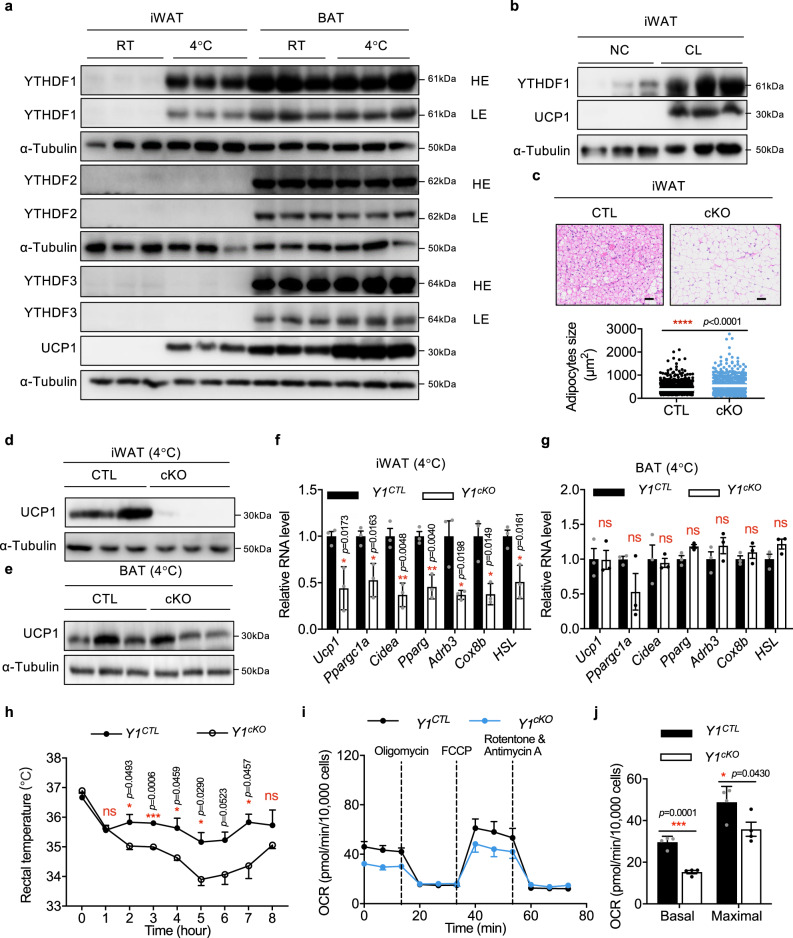
Adipocyte-specific knockout of *Ythdf1* inhibits beiging of iWAT. **a** Immunoblot analysis of YTH family proteins expression in iWAT and BAT from mice housed at room temperature (RT) or 4 °C. **b** Immunoblot analysis of YTHDF1 and UCP1 expression in iWAT from mice treated with or without CL-316,243 (CL). **c**–**g** *Y1*^*CTL*^ and *Y1*^*cKO*^ littermates were exposed to cold conditions for 7 days. **c** H&E staining of iWAT. Scale bar, 50 μm. The white line indicated the average size. No adjustments. **d**, **e** Immunoblot analysis of UCP1 in iWAT **d** and BAT **e**. **f**, **g** mRNA levels of thermogenesis- and lipolysis-related genes in iWAT (**f**) and BAT (**g**) Data in **f, g** were presented as mean ± SEM (*n* = 3 biologically indipendent mice). No adjustments. **h** Rectal temperature measured after exposure to cold conditions for up to 8 h, as indicated. Data were presented as mean ± SEM (*n* = 3 biologically independent mice). **i** The O_2_ consumption rate (OCR) in primary preadipocytes isolated from *Y1*^*CTL*^ and *Y1*^*cKO*^ mice determined by Seahorse. **j** The average basal and maximal respiration rates. Data in **i**, **j** were presented as mean ± SEM **(***n* = 10,000 cells exmined over 3 independent experiments). ns, not significant, *P < 0.05, **P < 0.01, ***P < 0.001. All of the *P*-values are determined by unpaired two-sided t-test. Source data are provided as a Source Data file.

To exclude BAT function, we surgically removed BAT. Without BAT, *Ythdf1*^*cKO*^ mice still had lower OCR and lower *Ucp1* expression than *Ythdf1*^*CTL*^ mice under RT, cold, and thermoneutral conditions (Supplementary Fig. 4G-I). Taken together, these data suggested that YTHDF1 promoted the thermogenesis of adipocytes in WAT.

### Transcriptome-wide identification of YTHDF1-regulated transcripts in beige adipose tissue

Because YTHDF1 is an m^6^A reader protein, we performed m^6^A-seq in cold treated iWAT (Fig. 4a). As expected, our m^6^A data revealed that the distribution of m^6^A was enriched around stop codons within transcripts (Fig. 4b). The m^6^A peaks were characterized by the canonical RGACH motif (Fig. 4c). YTHDF1 is known to affect mRNA translation^15^. To identify potential targets regulated by YTHDF1, we assessed changes in mRNA levels and translational efficiency by RNA-seq and ribosome profiling (Ribo‐seq) in wild-type and *Ythdf1*-knockout iWAT under cold stimulation (Fig. 4a). 

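Ythdf1 (ENSMUSG00000038848), the gene deleted in adipocytes, had 8.01 and 11.5 RPKM in the Y1CTL libraries and 7.17 and 7.98 RPKM in the Y1cKO libraries by RNA-seq. By Ribo-seq it had 17.3 and 16.0 RPKM in the Y1CTL libraries and 12.7 and 15.7 RPKM in the Y1cKO libraries. Both Y1cKO libraries lay below both Y1CTL libraries in each assay, and the difference did not pass the test in either (log2 fold change -0.33, standard error 0.24, adjusted p = 0.587 from limma for RNA-seq, and log2 fold change -0.23, adjusted p = 1.00 from limma for Ribo-seq). With the libraries of each assay scaled to the same median, these log2 fold changes were -0.49 for RNA-seq and -0.24 for Ribo-seq. Each rests largely on 1 library, Y1CTL RNA-seq replicate 2 at 11.5 RPKM and Y1cKO Ribo-seq replicate 1 at 12.7 RPKM. The Cre driver acts in adipocytes, while the libraries were made from whole iWAT, which also holds other cells, and the values cover the whole transcript or coding sequence and not the deleted exon alone. The other readers Ythdf2 and Ythdf3 had Ribo-seq values of 36.7 ± 3.41 RPKM in Y1CTL and 34.9 ± 4.34 RPKM in Y1cKO (SD, n = 2), and of 36.3 ± 4.47 RPKM in Y1CTL and 32.2 ± 5.52 RPKM in Y1cKO (SD, n = 2). Inguinal white adipose tissue of male Ythdf1 flox/flox mice (Y1CTL) and of mice that also carried Adipoq-Cre (Y1cKO), aged 9 weeks and kept at 4 °C for 7 days, was profiled by RNA-seq, which measures transcript levels, and by Ribo-seq, which sequences the mRNA fragments that ribosomes cover. Each genotype had 2 libraries per assay, so that 8 libraries were analysed, and the labels state that lysed tissue was divided between the assays, so that RNA-seq and Ribo-seq libraries with the same number were taken as 1 animal. Whether replicates came from separate animals is not stated there, and p-values measure only the spread between these libraries, which may be technical. The reads assigned to genes numbered 3958284 and 4963613 in the Y1CTL RNA-seq libraries and 12211351 and 16429015 in the Y1cKO RNA-seq libraries. The Ribo-seq libraries held 11862838 and 7364523 reads for Y1CTL and 9511334 and 9035419 reads for Y1cKO. The authors trimmed adaptors, masked low-complexity or low-quality sequence, mapped the reads with HISAT2 2.2.1 to mm8 and deposited RPKM values, reads scaled to gene length and sequencing depth, with the transcript length for RNA-seq and the coding length for Ribo-seq. From there, log2(RPKM + 0.5) was compared between genotypes with limma among genes with a mean of at least 0.5 RPKM, and translational efficiency (TE) was the Ribo-seq value over the RNA-seq value, tested as an interaction over all 8 libraries. Fold changes are therefore on the log2(RPKM + 0.5) scale, which understates the change of genes with low values.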

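The median of 26 T cell, B cell and lymph node markers was 14.7 RPKM in Y1CTL RNA-seq replicate 2 and at most 0.207 RPKM in the other RNA-seq libraries, and lay between 51.0 and 54.4 RPKM in all 4 Ribo-seq libraries. The median of 23 skeletal muscle genes was 9.37 RPKM in Y1cKO RNA-seq replicate 1, and at most 0.0400 RPKM in the other RNA-seq libraries and 0.273 RPKM in any Ribo-seq library. Of 20 beige and brown adipocyte markers other than Bmp8b, 19 were higher in Y1CTL Ribo-seq replicate 1 than in Y1CTL Ribo-seq replicate 2, with a median of 2.49-fold.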

As expected, our data revealed a notable decrease in translational efficiency for m^6^A‐marked transcripts in *Ythdf1*-knockout mice compared with that in wild-type mice (Fig. 4d).

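Over the 11792 genes measured in both assays, the median TE of Y1cKO differed from that of Y1CTL by -0.17 on the log2 scale. In the 4 pairings of a Y1cKO with a Y1CTL animal this median lay between -0.26 and -0.08. This range, like the TE values with an animal left out, rests on taking same-numbered RNA-seq and Ribo-seq libraries as 1 animal. That pairing stays open. The Ribo-seq median differed by 0.01 and the RNA-seq median by 0.17. With the libraries of each assay scaled to the same median, the median TE change was -0.02. No gene passed an adjusted p of 0.05 for TE in limma, while 1021 genes had an unadjusted p under 0.05, and voom on the reads also called 0 genes. At the dashed lines of Fig. 4g, a log2 change beyond 1 with an unadjusted p under 0.05, 97 genes had a higher and 272 a lower TE in Y1cKO, against 153 higher and 148 lower after scaling to the same median. In 39.3% of genes both Y1cKO animals lay on one side of both Y1CTL animals in TE, 1124 above and 3515 below, where chance gives 33.3%. Beyond that shift of the median, genes with a low TE in Y1cKO included Mogat2, a monoacylglycerol acyltransferase of triglyceride synthesis (log2 TE change -2.19), Gas1, a growth arrest protein of the cell membrane (-2.19), and Camk2n2, an inhibitor of CaM kinase II (-3.02). After scaling to the same median these were -2.04, -2.03 and -2.86. With that scaling their Ribo-seq changes were -1.48, -0.21 and -1.65 and their RNA-seq changes 0.55, 1.82 and 1.21. The low TE of Gas1 thus came mostly from a higher RNA-seq value. Unscaled, the adjusted p for TE from limma was 0.563 for Mogat2, Gas1 and Camk2n2. Genes with a high TE included Ang, which encodes the ribonuclease angiogenin and has close paralogs that may share reads (5.07), and the lymphocyte genes Ly6d (3.37), Kcna3 (2.89) and Gpr18 (2.59). Of 12 T cell markers 12, and of 14 B cell and lymph node markers 14, had a TE change above 0, with medians of 2.22 and 2.60, or 2.38 and 2.75 after scaling. These lists passed camera with a preset correlation (adjusted p = 1.54e-06 and 1.54e-06), with an adjusted p = 0.648 for each with an estimated correlation, and their RNA-seq values were high in Y1CTL replicate 2 alone. Without Y1CTL replicate 1 their medians were 4.63 and 4.94, and without Y1CTL replicate 2 too few of these markers reached the minimum of 0.5 RPKM for a test of the lists. The log2 TE change of Ly6d was 5.16 without Y1CTL replicate 1 and 1.58 without Y1CTL replicate 2. That of Gpr18 was 4.08 without Y1CTL replicate 1. Without Y1CTL replicate 2 Gpr18 and Kcna3 fell below that minimum. Without Y1CTL replicate 1 the log2 TE changes of Mogat2, Gas1, Ang and Kcna3 were -2.78, -2.04, 5.41 and 4.15. That fit leaves 1 Y1CTL library per assay, and in RNA-seq this is the library with lymphoid transcripts. The division into m6A-marked and unmarked transcripts was not analysed here.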

**Fig. 4:**
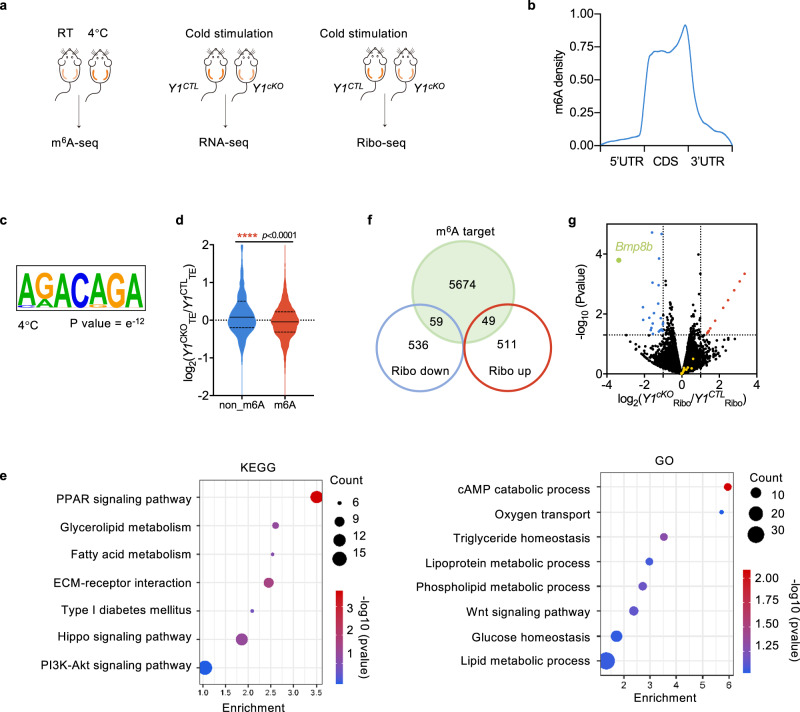
Transcriptome‐wide identification of YTHDF1‐regulated transcripts in beige adipose tissue. **a** Schematic description of the m^6^A-seq and RNA-seq, and Ribo-seq experiments. **b** Metagene plot of m^6^A peak distribution in iWAT at 4 °C. **c** Consensus motif of m^6^A sites in beige adipose tissue. **d** Violin plots showing TE changes between *Ythdf1*^*CTL*^ and *Ythdf1*^*cKO*^ mice for nonmethylated (non‐m^6^A) and methylated (m^6^A) transcripts. ****P < 0.001, Mann–Whitney test. No adjustments. **e** Top KEGG and GO analysis terms enriched for transcripts during beiging and downregulated translation levels. **f** Overlap of m^6^A targeted transcripts with translationally downregulated or upregulated genes. **g** Volcano plot of fold changes in translation levels from iWAT of cold-treated *Y1*^*CTL*^ and *Y1*^*cKO*^ mice. The upregulated (red) and downregulated (blue) genes are highlighted. Green dot indicates the *Bmp8b* gene. The other BMP genes were highlighted in yellow. Mann–Whitney test. Source data are provided as a Source Data file.

To identify the functional pathways associated with YTHDF1‐targeted mRNAs, we analyzed genes that were translationally altered by *Ythdf1* knockout. In total, we detected 595 downregulated genes and 560 upregulated genes from Ribo-seq data. 

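In the Ribo-seq data, Mogat2, Alox15 and Cd5l were among the genes with the lowest values in Y1cKO relative to Y1CTL. Mogat2, which makes diacylglycerol for triglyceride synthesis, had 2.75 ± 0.908 RPKM in Y1CTL and 0.646 ± 0.0234 RPKM in Y1cKO (SD, n = 2). Alox15, a lipoxygenase, had 4.15 ± 1.85 RPKM in Y1CTL and 1.32 ± 0.297 RPKM in Y1cKO (SD, n = 2), and Cd5l, a secreted macrophage protein, had 18.8 ± 5.43 RPKM in Y1CTL and 6.39 ± 3.12 RPKM in Y1cKO (SD, n = 2). Their log2 fold changes were -1.47, -1.30 and -1.53. Among genes with the highest values in Y1cKO, Nnat, which encodes the membrane proteolipid neuronatin, had 81.0 ± 16.9 RPKM in Y1CTL and 238 ± 105 RPKM in Y1cKO (SD, n = 2), Depp1, a FoxO-regulated gene, had 8.56 ± 2.43 RPKM in Y1CTL and 21.2 ± 0.718 RPKM in Y1cKO (SD, n = 2), Dph3, of diphthamide synthesis, had 2.68 ± 0.888 RPKM in Y1CTL and 6.80 ± 0.557 RPKM in Y1cKO (SD, n = 2), and Ramp1, a receptor partner of the calcitonin family, had 3.25 ± 1.57 RPKM in Y1CTL and 7.92 ± 1.49 RPKM in Y1cKO (SD, n = 2). Their log2 fold changes were 1.49, 1.29, 1.22 and 1.22. For each of these genes both Y1cKO libraries lay on one side of both Y1CTL libraries, and the adjusted p from limma was 1.00. Of 12602 genes tested, 0 passed an adjusted p of 0.05 in limma, 347 had an unadjusted p under 0.05, and voom on the reads called 0. At the lines of Fig. 4g, a log2 change beyond 1 and an unadjusted p under 0.05, 20 genes were lower and 17 higher in Y1cKO. A fold of 1.5 between group means with no test gave 351 lower and 390 higher genes. In 29.5% of the genes tested both Y1cKO libraries lay on one side of both Y1CTL libraries, where chance gives 33.3%. Ramp1 had a log2 fold change of 0.78 without Y1CTL replicate 2. Without Y1CTL replicate 1, which leaves 1 Y1CTL library, the log2 fold changes of Depp1 and Ramp1 were 1.56 and 1.66.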

Kyoto Encyclopedia of Genes and Genomes pathways analyses showed that the top enriched pathways of downregulated genes were associated with a series of metabolism-related pathways such as PPAR signaling pathway and fatty acid metabolism. 

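Of 64 tested genes of PPAR signaling, listed by hand in place of the database term, 40 had a lower and 24 a higher Ribo-seq value in Y1cKO, with a median log2 fold change of -0.05. The members with the smallest p were Acaa1b, Scd2, Me1 and Fads2. Acaa1b, a peroxisomal thiolase, had 35.1 ± 15.7 RPKM in Y1CTL and 15.4 ± 3.14 RPKM in Y1cKO (SD, n = 2), Scd2, a stearoyl-CoA desaturase, had 589 ± 7.40 RPKM in Y1CTL and 391 ± 87.9 RPKM in Y1cKO (SD, n = 2), Me1, the malic enzyme that supplies NADPH, had 3297 ± 532 RPKM in Y1CTL and 2199 ± 199.8 RPKM in Y1cKO (SD, n = 2), and Fads2, a fatty acid desaturase, had 25.8 ± 2.85 RPKM in Y1CTL and 19.0 ± 3.44 RPKM in Y1cKO (SD, n = 2). Acaa1b has a near-identical copy, Acaa1a, with which it may share reads. With each animal left out in turn, the log2 fold change of Acaa1b lay between -1.57, without Y1CTL replicate 2, and -0.64. Of 54 tested genes of fatty acid metabolism, which shares Acaa1b, Scd2 and Fads2 with that list, 28 were lower and 26 higher, with a median of -0.0038, or 0.0070 without Y1CTL replicate 1, -0.15 without Y1CTL replicate 2, -0.032 without Y1cKO replicate 1 and -0.033 without Y1cKO replicate 2. No member of either list passed an adjusted p of 0.05 over all genes or adjusted over the list alone, and at the lines of Fig. 4g Acaa1b alone was counted in each. As a whole, PPAR signaling passed camera with a preset correlation of 0.01 (adjusted p = 0.00886), with an adjusted p = 0.789 with an estimated correlation and 0.890 from fry. Its median was -0.16 without Y1CTL replicate 2 and -0.086 without Y1cKO replicate 1. Fatty acid metabolism had an adjusted p = 0.0811 from camera. Of 42 genes of glycerolipid metabolism 25 were lower (median -0.10; camera adjusted p = 0.00886, and 0.789 with an estimated correlation). Of 60 genes of ECM-receptor interaction 33 were lower, among them the basement membrane collagens Col4a1 (log2 fold change -0.50) and Col4a2 (-0.50), or -0.32 and -0.33 without Y1cKO replicate 1, and the list did not pass camera (adjusted p = 0.269). The calls for PPAR signaling and glycerolipid metabolism ended without Y1CTL replicate 1 or without Y1cKO replicate 2, when the adjusted p from camera was 0.961 and 0.356 for the former list and 0.261 and 0.174 for the latter, which also ended with no filter (0.0717). Over the alternatives the adjusted p ranged from 8.74e-07 to 0.961 and from 9.04e-04 to 0.789. Fatty acid metabolism passed camera as lower without Y1CTL replicate 2 (7.76e-08) and without Y1cKO replicate 1 (0.0190, and 7.76e-08 to 0.797 over its alternatives), and ECM-receptor interaction without Y1CTL replicate 1 (0.0431) and without Y1cKO replicate 2 (0.00817, and 0.00817 to 0.893 over its alternatives).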

Gene Ontology analysis revealed that cAMP catabolic process, TG homeostasis, and lipoprotein metabolic process were enriched (Fig. 4e). 

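Of 29 tested genes of TG homeostasis, 16 had a lower and 13 a higher Ribo-seq value in Y1cKO (median log2 fold change -0.02, or -0.13 without Y1CTL replicate 1, -0.030 without Y1CTL replicate 2 and -0.044 without Y1cKO replicate 1). Angptl8, a secreted regulator of lipoprotein lipase, had 162 ± 39.8 RPKM in Y1CTL and 77.2 ± 17.8 RPKM in Y1cKO (SD, n = 2). Its log2 fold change was -1.06 (standard error 0.23, adjusted p = 1.00 from limma, and 0.0287 without Y1CTL replicate 1, with 0.0287 to 1.00 over its alternatives). Lpl, lipoprotein lipase itself, had 8972 ± 394 RPKM in Y1CTL and 6235 ± 474 RPKM in Y1cKO (SD, n = 2). Dgat2, the last step of triglyceride synthesis, had 1266 ± 194 RPKM in Y1CTL and 977 ± 63.2 RPKM in Y1cKO (SD, n = 2). Of 26 tested genes of lipoprotein metabolism, 20 were lower and 6 higher (median -0.17), among them the sorting receptor Sorl1 with 56.7 ± 2.10 RPKM in Y1CTL and 43.1 ± 5.24 RPKM in Y1cKO (SD, n = 2). Of 13 tested phosphodiesterases, which degrade cAMP, 8 were lower and 5 higher. Pde7a had 5.07 ± 0.661 RPKM in Y1CTL and 3.82 ± 0.982 RPKM in Y1cKO (SD, n = 2), whereas Pde4d had 10.8 ± 2.80 RPKM in Y1CTL and 15.4 ± 3.24 RPKM in Y1cKO (SD, n = 2). No member of these lists passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone. Lipoprotein metabolism passed camera with the preset correlation (adjusted p = 0.00876), with an adjusted p = 0.789 with an estimated correlation. TG homeostasis (adjusted p = 0.168) and the phosphodiesterases (adjusted p = 0.849) did not. The median of lipoprotein metabolism was -0.25 without Y1CTL replicate 1 and -0.047 without Y1cKO replicate 1. Without Y1cKO replicate 1 its adjusted p was 0.101, and without Y1CTL replicate 2 it was 0.0561 (0.00546 to 0.789 over its alternatives).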

The upregulated genes were enriched in nicotine addiction and cardiac muscle contraction (Supplementary Fig. 5A). 

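Of 50 tested genes of cardiac muscle contraction, a term that holds many respiratory chain subunits, 37 had a higher and 13 a lower Ribo-seq value in Y1cKO (median log2 fold change 0.20). Cox6a2 and Cox5b, subunits of cytochrome c oxidase, had 0.813 ± 0.489 RPKM in Y1CTL and 2.40 ± 0.699 RPKM in Y1cKO (SD, n = 2) and 559.8 ± 167 RPKM in Y1CTL and 761 ± 115 RPKM in Y1cKO (SD, n = 2). Myl3, a myosin light chain, had 1.12 ± 0.611 RPKM in Y1CTL and 1.94 ± 0.0704 RPKM in Y1cKO (SD, n = 2). Among 76 nuclear genes of the respiratory chain, 73 were higher (median 0.24), with an adjusted p = 5.7e-09 from camera and 0.789 with an estimated correlation. The call ended without Y1CTL replicate 2 (adjusted p = 0.586) and without Y1cKO replicate 1 (0.174), against 6.04e-23 to 0.789 over its alternatives, and its median was 0.44 without Y1CTL replicate 1, 0.019 without Y1CTL replicate 2 and 0.12 without Y1cKO replicate 1. Beige and brown adipocyte markers had a Ribo-seq median of 0.33 (camera adjusted p = 0.0853), or 1.07 without Y1CTL replicate 1 and -0.20 without Y1CTL replicate 2. The list passed camera as higher in the former case and as lower in the latter (adjusted p = 2.03e-16 and 8.74e-07, and 2.03e-16 to 0.893 over its alternatives). Without Y1cKO replicate 2 it also passed as higher (median 0.46, adjusted p = 0.0115). Of the nicotine addiction genes, receptors and channels of neurons, 2 of 27 found had enough Ribo-seq reads to be tested. These were Gabra3, with 5.98 ± 1.52 RPKM in Y1CTL and 7.83 ± 2.14 RPKM in Y1cKO (SD, n = 2), and Gria3, with 3.12 ± 0.515 RPKM in Y1CTL and 3.40 ± 1.18 RPKM in Y1cKO (SD, n = 2), too few for a test of the list. No member of the lists passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone. Cardiac muscle contraction passed camera with the preset correlation (adjusted p = 0.00270), with an adjusted p = 0.789 with an estimated correlation. Without Y1CTL replicate 2 the median was 0.05, camera's direction turned to lower and its adjusted p was 0.908, and without Y1cKO replicate 1, with a median of 0.11, it was 0.0907 (1.57e-07 to 0.908 over its alternatives). By RNA-seq both lists passed camera in the other direction, and 17 of 20 beige and brown adipocyte markers were lower. Of 77 nuclear genes of the respiratory chain 57 were lower (median -0.21, or -0.38 with the libraries scaled to the same median, camera adjusted p = 2.12e-08, and 0.840 with an estimated correlation). The median was -0.33 without Y1CTL replicate 1, -0.051 without Y1CTL replicate 2, 0.034 without Y1cKO replicate 1 and -0.43 without Y1cKO replicate 2. The call ended without Y1cKO replicate 1 (adjusted p = 0.399, and 6.0e-21 to 0.840 over its alternatives). Of 49 genes of cardiac muscle contraction 27 were lower (median -0.026, or -0.19 after scaling, camera adjusted p = 0.0247, and 0.840 with an estimated correlation). Its median was -0.19 without Y1CTL replicate 1, 0.051 without Y1CTL replicate 2, 0.027 without Y1cKO replicate 1 and -0.21 without Y1cKO replicate 2. That call ended without Y1CTL replicate 2 (adjusted p = 0.374) and without Y1cKO replicate 1 (0.333, and 0.00214 to 0.840 over its alternatives).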

By overlapping differentially expressed genes with m^6^A-modified mRNAs, we identified 59 downregulated genes and 49 upregulated genes with m^6^A modification, which are potential YTHDF1 targets. (Fig. 4f). Among the 59 genes, bone morphogenetic protein 8b (*Bmp8b*) was the most dramatically downregulated one (Fig. 4g). Therefore, we picked BMP8B for further validation.

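Bmp8b (ENSMUSG00000002384), a ligand of the BMP family, had 6.48 and 0.681 RPKM in the Y1CTL libraries and 0.439 and 0.277 RPKM in the Y1cKO libraries by Ribo-seq. These values rest on 92 and 6 reads in Y1CTL and on 5 and 3 reads in Y1cKO, over a coding sequence that starts at base 186 and ends at base 1383 of a transcript of 2940 bases. The group mean was 9.99-fold lower in Y1cKO, a log2 ratio of -3.32. Both Y1cKO libraries lay below both Y1CTL libraries, and Y1CTL replicate 2 was 1.90 times the Y1cKO mean, a difference between these libraries within counting error (exact binomial test, two-sided p = 0.242). By RNA-seq, Bmp8b had 0.172 and 0.685 RPKM in the Y1CTL libraries and 0 and 0.207 RPKM in the Y1cKO libraries. These values rest on 2, 10, 0 and 10 reads. The 0 reads allow up to 0.0836 RPKM by the floor of 3 reads, and up to 0.103 RPKM by the exact 95% Poisson interval. The RNA-seq mean of Bmp8b lay below the minimum of 0.5 RPKM for the test of the transcript and of TE. On the log2(RPKM + 0.5) scale the Ribo-seq log2 fold change was -1.75 (standard error 0.76, adjusted p = 1.00 from limma). It ranked at place 2 by size of fall on that scale among 12602 genes, after AA467197, and at place 3 by the ratio of the group means, and 406 genes had a smaller p. Without Y1CTL replicate 2 it was -3.03 (adjusted p = 0.0108 from limma, and 0.0108 to 1.00 over its alternatives), and without Y1CTL replicate 1 the gene fell below the minimum of 0.5 RPKM. Bmp8a, a near-identical copy that may share reads with Bmp8b, had 0.205 and 0.549 RPKM in the Y1CTL libraries and 0.425 and 0.627 RPKM in the Y1cKO libraries. Among other BMP genes, the Ribo-seq values were 11.7 ± 4.29 RPKM in Y1CTL and 12.3 ± 3.55 RPKM in Y1cKO (SD, n = 2) for Bmp3, 1.64 ± 0.605 RPKM in Y1CTL and 1.87 ± 0.126 RPKM in Y1cKO (SD, n = 2) for Bmp2 and 1.44 ± 0.476 RPKM in Y1CTL and 1.46 ± 0.240 RPKM in Y1cKO (SD, n = 2) for Bmp4. Between the 2 Y1CTL libraries, the ratio of replicate 1 to replicate 2 was 9.52 for Bmp8b and up to 12.6 (Elovl3) among 20 other beige and brown adipocyte markers. The paper reasons that genes lower in Ribo-seq whose mRNA carries m6A are potential targets of YTHDF1, and ranks Bmp8b first among these by its fall. It then tests Bmp8b by protein level, polysome profiling, a reporter and RNA binding, which were not examined here.

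**Figure D1:**
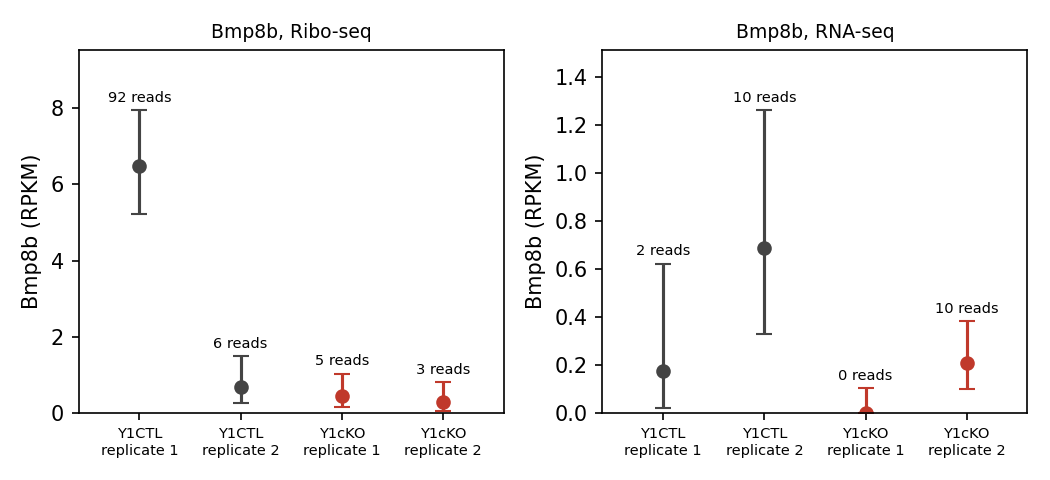
Bmp8b in RPKM (vertical axis, from 0) in each Ribo-seq library (left) and RNA-seq library (right), Y1CTL in grey and Y1cKO in red. Bars are exact 95% Poisson intervals for counting error and the numbers are reads. Y1CTL Ribo-seq replicate 1, at 6.48 RPKM, lies above the other Ribo-seq libraries, which lie at 0.277 to 0.681 RPKM.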

### YTHDF1 regulates BMP8B in an m^6^A-dependent manner

The elevated expression of BMP8B in beige adipose tissue was confirmed, implying a role of BMP8B in iWAT beiging (Fig. 5a). The *Bmp8b* mRNA was almost unchanged, while BMP8B protein level was downregulated in *Ythdf1*^*cKO*^ iWAT, implying that YTHDF1 regulated BMP8B expression at the translational level (Fig. 5b). We analyzed BMP8B expression in BAT from *Ythdf1*^*CTL*^ and *Ythdf1*^*cKO*^ mice. Knockout of *Ythdf1* did not affect BMP8B protein level and mRNA translation in BAT (Supplementary Fig. 5B–D), suggesting that YTHDF1 regulates *Bmp8b* translation mainly in iWAT.

**Fig. 5:**
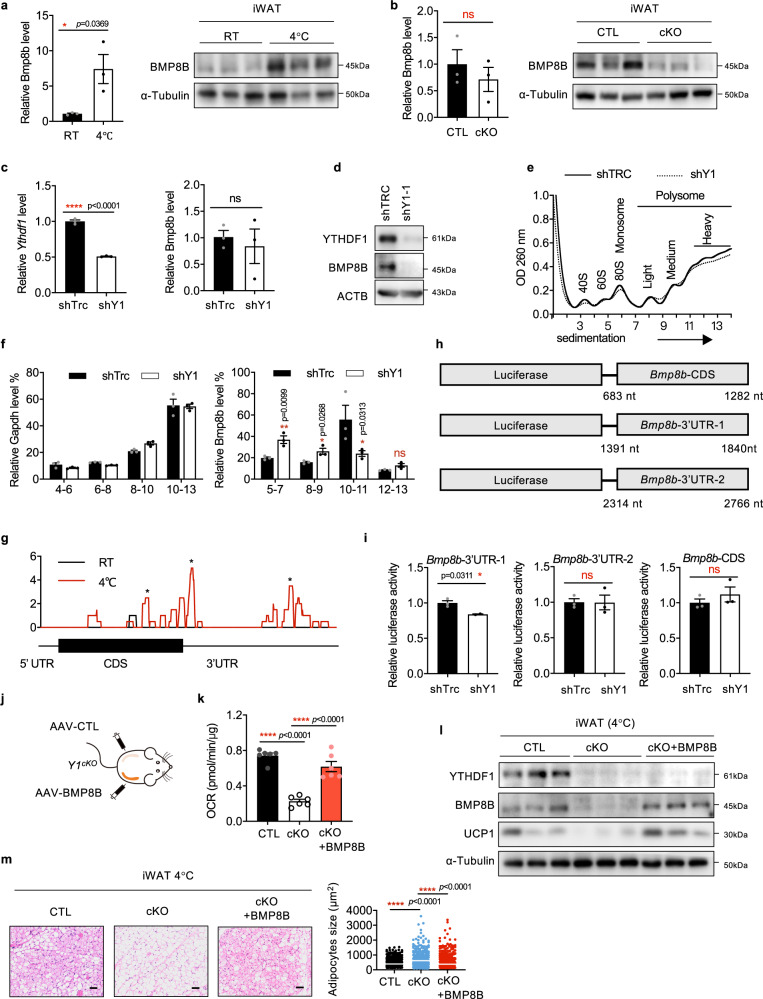
YTHDF1 regulates BMP8B in an m^6^A-dependent manner. **a** The mRNA and protein levels of BMP8B in iWAT from mice treated at RT or 4 °C. **b** The mRNA and protein levels of BMP8B in iWAT from *Y1*^*CTL*^ and *Y1*^*cKO*^ mice treated at 4 °C. **c** The mRNA level of *Ythdf1* and *Bmp8b* in 3T3-L1 cells with or without YTHDF1 knockdown. **d** The protein levels of BMP8B expression in 3T3-L1 cells with or without *Ythdf1* knockdown. **e** Polysome profiles of 3T3-L1 cells with or without YTHDF1 knockdown. **f** The distributions of *Gapdh* and *Bmp8b* in polysome fractions. **g** m^6^A peak distribution within *Bmp8b* transcripts. * indicates the predicted m^6^A peak. **h** Schematic of luciferase constructs with the predicted m^6^A sites in the CDS and 3′UTR of *Bmp8b* mRNA. **i** Luciferase activity of the *Bmp8b* reporter in 3T3-L1 cells with or without YTHDF1 knockdown. **j** Schematic of the mouse treatment regimen. **k–m** Mice were treated at 4 °C. **k** Oxygen consumption rates (OCR) of iWAT from *Y1*^*CTL*^ and *Y1*^*cKO*^ mice with or without BMP8B overexpression. Data were presented as mean ± SEM (*n* = 6 biologically independent mice). ****P < 0.0001. **l** The expression of BMP8B and UCP1 in iWAT from *Y1*^*CTL*^ and *Y1*^*cKO*^ mice with or without BMP8B expression. **m** H&E staining of iWAT depots from *Y1*^*CTL*^ and *Y1*^*cKO*^ mice with or without BMP8B expression. Scale bar, 50 μm. The white line indicated the average size. No adjustments. Data in **a–c, f**, and **i** were presented as mean ± SEM (*n* = 3). ns, not significant, *P < 0.05, ****P < 0.0001. All of the *P*-values are determined by unpaired two-sided t-test. Source data are provided as a Source Data file.

To elucidate the regulatory mechanism through which YTHDF1 affected BMP8B expression, we generated *Ythdf1*-knockdown pre-adipocyte 3T3-L1 cells (Fig. 5c), which also exhibited decreased BMP8B protein level but no change in *Bmp8b* mRNA level (Fig. 5c, d). Polysome profiling revealed reduced translation of *Bmp8b* in *Ythdf1*‐silenced cells (Fig. 5e, f). Knockdown of YTHDF2 or YTHDF3 did not affect BMP8B expression (Supplementary Fig. 5E, F), implying that BMP8B expression is specifically regulated by YTHDF1. Three m^6^A peaks were identified in the coding sequence (CDS) and 3’ untranslated region (UTR) of *Bmp8b* mRNA (nt 683–1282, 1391–1840, and 2314–2766 in the transcript ENSMUSG00000002384; Fig. 5g). To investigate the regulation of BMP8B by YTHDF1 through m^6^A, we cloned each of the m^6^A peaks into a luciferase reporter (Fig. 5h). Knockdown of *Ythdf1* decreased *Bmp8b*−3’UTR-1 luciferase activity but not *Bmp8b*-CDS or *Bmp8b*−3’UTR-2 luciferase activity (Fig. 5i), suggesting that YTHDF1 mediated the translation of the *Bmp8b* 3’UTR. The binding of YTHDF1 with *Bmp8b* mRNA was confirmed by RIP-qPCR analysis (Supplementary Fig. 5G). Collectively, these findings suggested that the translation of *Bmp8b* was directly regulated by YTHDF1.

To clarify the functional relationship between BMP8B and YTHDF1, we performed rescue experiments by expressing FLAG-tagged BMP8B in *Ythdf1*-depleted iWAT using an AAV system (Fig. 5j). Overexpression of BMP8B largely reversed the impaired beiging, changes in UCP1 expression, and OCR elicited by *Ythdf1* deletion (Fig. 5k–m). These results indicated that BMP8B was a key effector promoting WAT beiging downstream of YTHDF1.

### WAT-specific YTHDF1 overexpression promotes beiging

We hypothesized that WAT-specific YTHDF1 overexpression may promote the beiging process and ameliorate HFD-induced obesity. Direct unilateral injection of AAVs expressing YTHDF1 (Y1^OE^) or yellow fluorescent protein (YFP) (Y1^CTL^) into the inguinal fat pads of mice was performed. All mice in this cohort were housed in individual cages at room temperature to reduce variability in the individual degree of WAT beiging. Mice were sacrificed after 3 weeks of recovery from surgery (Fig. 6a). Our findings showed that the expression of UCP1 and BMP8B was evaluated in Y1^OE^ side than Y1^CTL^ side, with a dramatical increase in YTHDF1 overexpression (Fig. 6b). The mRNA levels of thermogenesis- and lipolysis-related genes were elevated (Fig. 6c). We observed an increase in iWAT beiging in Y1^OE^ fat pads (Fig. 6d). To achieve adipocyte-specific expression, we used adiponectin-promoter to drive YTHDF1 expression and got similar results (Supplementary Fig. 6A, B).

**Fig. 6:**
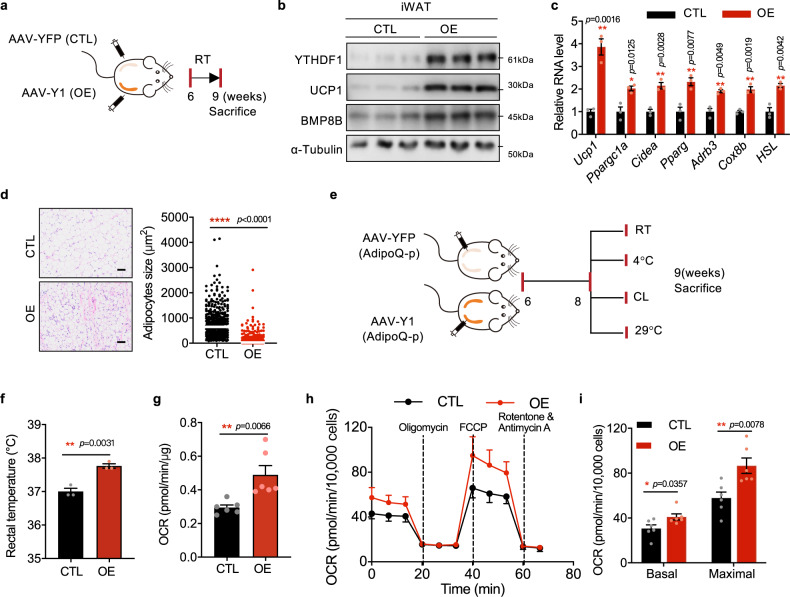
WAT-specific YTHDF1 overexpression promotes beiging. **a** Schematic of the mouse treatment regimen. **b** Immunoblot analysis of YTHDF1, UCP1 and BMP8B in iWAT. **c** mRNA levels of thermogenesis-related genes. Data were presented as mean ± SEM (*n* = 4). ns, not significant, *P < 0. 05. **d** H&E staining of iWAT. Scale bar, 50 μm. The white line indicated the average size. No adjustments. **e** Schematic of the mouse treatment regimen. **f** Rectal temperature of Y1^CTL^ and Y1^OE^ littermates. t-test. **g** The OCR of iWAT from CTL and OE mice. **f**, **g** Data were presented as mean ± SEM (*n* = 6). **P < 0.01, ***P < 0.001. **h** The OCR in primary preadipocytes isolated from CTL and OE mice determined by Seahorse. **i** The average basal and maximal respiration rates in primary preadipocytes. Data in **h, i** were presented as mean ± SEM (*n* = 10,000 cells exmined over 3 independent experiments). *P < 0. 05, **P < 0.01. All of the *P*-values are determined by unpaired two-sided t-test. Source data are provided as a Source Data file.

In another group, bilateral injection of YTHDF1- or YFP-AAV into the inguinal fat pads of mice was performed (Fig. 6e). The rectal temperature, OCR, *Ucp1* expression, and lipid droplets in iWAT of Y1^OE^ mice were dramatically increased under cold, RT, thermoneutral condition, and NE stimulation (Fig. 6f, g and Supplementary Fig. 6C–E), supporting the enhanced thermogenic capacity. The OCR of preadipocytes isolated from Y1^OE^ mice was dramatically increased (Fig. 6h). Overall, these findings indicated that overexpression of YTHDF1 in iWAT caused spontaneous WAT beiging and adipocyte thermogenesis.

### WAT-specific YTHDF1 overexpression ameliorates HFD-induced obesity

To explore whether YTHDF1 overexpression affects obesity, direct bilateral injection of YTHDF1- or YFP-AAV into the inguinal fat pads of mice was performed, followed by HFD feeding for 8 weeks after 2 weeks of CD feeding (Fig. 7a). As expected, YTHDF1 expression alleviated HFD-induced obesity (Fig. 7b, c). A reduction in the weight of adipose tissue was observed in YTHDF1 expressing mice, resulting in smaller, multilocular adipocytes containing multiple lipid droplets (Fig. 7d, e). Metabolic cage experiments demonstrated that overexpression of YTHDF1 increased oxygen consumption, carbon dioxide generation, and energy heat generation during both light and dark cycles (Fig. 7f–h). The core temperature was much higher in YTHDF1-expressing mice (Fig. 7i). YTHDF1-expressing mice showed blunting of HFD-induced increases in TG, CHO, and LDL levels (Fig. 7j). Moreover, GTTs and ITTs demonstrated that glucose tolerance and insulin sensitivity were improved in YTHDF1-expressing mice (Fig. 7k, l). Collectively, these results demonstrated that WAT-specific YTHDF1 overexpression protected against HFD-induced obesity and metabolic disorders.

**Fig. 7:**
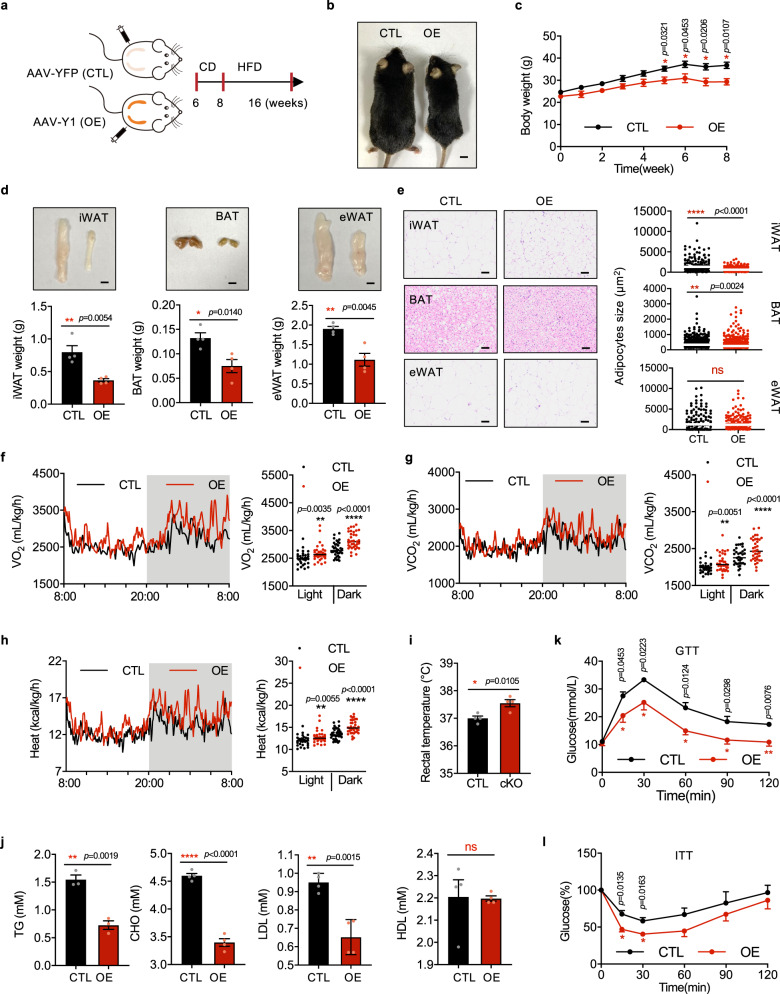
WAT-specific YTHDF1 overexpression ameliorates HFD-induced obesity. **a** Schematic of the mouse treatment regimen. **b**–**l** The AAV-CTL (CTL) and AAV-Y1 (OE) littermates were fed with HFD. **b** Gross view of CTL and OE mice. Scale bar, 0.5 cm. **c** Body weights of CTL and OE mice. **d** Weights and gross view of iWAT, BAT, and eWAT from AAV-CTL and AAV-Y1 mice. Scale bar, 0.5 cm. **e** H&E staining of adipose tissue. Scale bar, 50 μm. The white line indicated the average size. **f**–**h** O_2_ consumption **f**, CO_2_ generation **g**, and energy heat generation **h** of CTL and OE mice. White and gray areas in the graphs indicate day and night, respectively. **i** Rectal temperature in CTL and OE mice. **j** Serum concentrations of TG, CHO, LDL, and HDL in CTL and OE mice. **k**, **l** Glucose tolerance **k** and insulin tolerance (**l**) of CTL and OE mice. Data in **c**–**l** were presented as mean ± SEM (*n* = 4 biologically independent mice). ns, not significant, *P < 0. 05, **P < 0.01, ***P < 0.001, ****P < 0.0001, two-sided t-test. Source data are provided as a Source Data file.

## Discussion

The m^6^A “writer” METTL3 promotes while the m^6^A “eraser” FTO inhibits thermogenesis of adipocytes^20–22^. In this study, we discovered that YTHDF1, an m^6^A “reader” protein, contributed to adipose tissue thermogenesis and systemic metabolism. The expression of YTHDF1, rather than other YTH family members, was reduced in obese mice and upregulated in beiging adipose tissue. *Ythdf1*^*cKO*^ mice gained more weight and showed aggravated insulin resistance and glucose intolerance after consumption of an HFD. By contrast, WAT-specific YTHDF1 overexpression tempered obesity-related symptoms. Moreover, YTHDF1 directly regulated the expression of BMP8B, an important stimulator of adipose tissue thermogenesis. Together, these findings demonstrated that YTHDF1 played important roles in promoting beiging and antagonizing HFD-induced obesity (Supplementary Fig. 7).

Both beige and brown adipose tissue can be activated to produce heat and take UCP1 as the main marker gene. However, the distinct feature of beige adipocytes, which distinguishes them from brown adipocytes, is their inducible and reversible thermogenic capacity in response to environmental stimuli. Emerging evidence suggests that an alternative thermogenic pathway may exist in beige fat and could contribute to the regulation of systemic energy expenditure and glucose homeostasis^7^. Intriguingly, studies showed that the metabolically active cells are mostly beige adipocytes in humans^29,30^. Gene expression analyses of multiple human fat depots suggest that the majority of UCP1^+^ fat cells in humans show beige fat characteristics instead of brown^30^, implying that beige adipocytes play an essential role in thermogenesis. Interestingly, YTHDF1 was shown to have different regulatory effects on UCP1 expression in various adipose tissues. Under cold stimulation, or HFD feeding, adipocyte-specific deletion of *Ythdf1* slightly affected UCP1 expression in BAT, but dramatically downregulated UCP1 in iWAT. This may be attributed to the fact that beige adipose tissue exhibits a more rapid response to stimulation, whereas BAT expresses constitutively high levels of UCP1. These findings proved that YTHDF1 is indispensable for beige adipose tissue, indicating its potential function in regulating systemic metabolism. Therefore, we used AAV to inject iWAT in situ for *Ythdf1* overexpression. Mice with *Ythdf1* overexpression in iWAT showed significant alleviation of obesity-related symptoms, including glucose intolerance, insulin resistance, and TG synthesis. These findings demonstrated that YTHDF1 specifically controlled the beiging of iWAT to regulate systemic metabolism.

As an m^6^A reader protein, YTHDF1 has been reported to enhance the translation of m^6^A-modified mRNAs^15^. Consistent with this, our data revealed a notable decrease in translational efficiency for m^6^A‐marked transcripts in *Ythdf1*-knockout mice compared with that in wild-type mice (Fig. 4d), suggesting that the effect of YTHDF1 on the translation of m^6^A-modified transcripts might be general for most m^6^A genes in adipocytes. Of note, not all m^6^A-modified mRNAs are YTHDF1 targets^15^, while some m^6^A-modified mRNAs are bound by YTHDF2. That is, YTHDF1 only regulates a group of m^6^A-modified mRNAs.

We observed decreased *Leptin* mRNA level in *Ythdf1*-KO iWAT (Supplementary Fig. 4E). Leptin is hypothesized to function as a negative feedback signal in the regulation of energy balance. It activates lipolysis and promote thermogenesis of adipose tissue^31,32^. Downregulation of *Leptin* mRNA might reflect the reduced thermogenesis in *Ythdf1*-KO iWAT. However, *Leptin* is not among the YTHDF1-regulated transcripts (Fig. 4g). That is, the translation of *Leptin* is not regulated by YTHDF1. 

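Lep, the leptin gene (ENSMUSG00000059201), had 155 and 305 RPKM in the Y1CTL libraries and 195 and 227 RPKM in the Y1cKO libraries by Ribo-seq. The 2 Y1cKO values lay between the 2 Y1CTL values (log2 fold change -0.05, standard error 0.31, adjusted p = 1.00 from limma). Adipoq, the adiponectin gene, another hormone of adipocytes, had 3537 ± 815 RPKM in Y1CTL and 2942 ± 145 RPKM in Y1cKO (SD, n = 2). With the libraries scaled to the same median, the log2 changes of Adipoq were 0.91 in RNA-seq and -1.17 for TE. Unscaled and with each animal left out in turn, they were 0.42 to 1.73 and -2.21 to -0.43, and -0.48 to -0.010 in Ribo-seq. By RNA-seq Lep had 66.7 and 32.8 RPKM in the Y1CTL libraries and 98.1 and 67.7 RPKM in the Y1cKO libraries (log2 fold change 0.80, standard error 0.38, adjusted p = 0.464 from limma), and its log2 TE change was -0.84 with an adjusted p = 0.625 from limma. The log2 TE change of Lep was -1.84 without Y1CTL replicate 1, 0.15 without Y1CTL replicate 2 and -0.47 without Y1cKO replicate 1, and the first of these passed the test (adjusted p = 0.0296 from limma, and 0.0296 to 1.00 over its alternatives). The Ribo-seq change was -0.53 without Y1CTL replicate 1, 0.43 without Y1CTL replicate 2, 0.061 without Y1cKO replicate 1 and -0.16 without Y1cKO replicate 2. The RNA-seq change was 1.30 without Y1CTL replicate 1, 0.29 without Y1CTL replicate 2 and 0.53 without Y1cKO replicate 1. Relative to the shift of the median of all genes, the RNA-seq and TE changes of Lep were 0.63 and -0.69. The spread between the Y1CTL replicates in Ribo-seq was larger than the difference between the genotypes.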

Downregulation of *Leptin* might be an indirect effect of *Ythdf1*-KO. The regulation and function of *Leptin* in YTHDF1-promoted thermogenesis needs further investigation.

*Bmp8b* shows dramatical alteration after YTHDF1 knockout. Our data showed that YTHDF1 promotes *Bmp8b* translation mainly in iWAT, which could be explained by the finding that the percentage of m^6^A-modified *Bmp8b* mRNA is much lower in BAT than iWAT (Supplementary Fig. 5H). The detailed mechanism needs further investigation. BMP8B is an important ligand regulating adipose tissue thermogenesis and energy balance^33^. Autocrine signaling by BMP8B produced by beige/brown adipocytes enhance the energy dissipation of the cells^34^. Furthermore, adipocyte-specific *Bmp8b* overexpression enhances adipose tissue browning and thermogenesis^33,34^. Consistent with these reports, BMP8B expression was increased after cold stimulation. Importantly, BMP8B can rescue *Ythdf1*-deletion-induced impaired thermogenesis and beiging. Of note, we used the CDS region of *Bmp8b* for overexpression, which does not have m^6^A site and cannot be regulated by YTHDF1. Therefore, in some specific *Ythdf1*^*cKO*^ + BMP8B mice, the expression of BMP8B was much higher than *Ythdf1*^*CTL*^ mice, which induces higher UCP1 expression and thermogenesis. BMP8B acts as a pan-BMP/transforming growth factor β-receptor ligand and activates SMADs to regulate transcription^35,36^. BMP8B stimulation has also been demonstrated to activate SMAD1/5/8 in brown and beige adipocytes^33^. 

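Of 20 beige and brown adipocyte markers tested by RNA-seq 17 had a lower value in Y1cKO, with a median log2 fold change of -1.32, and of -1.48 with the libraries scaled to the same median. In limma, 0 of these markers passed an adjusted p of 0.05 over all genes or adjusted over the list alone. Ucp1, the uncoupling protein of thermogenic fat, had 609 and 1441 RPKM in the Y1CTL libraries and 48.1 and 544 RPKM in the Y1cKO libraries. Cidea, a lipid droplet protein of these cells, had 415 and 481 RPKM in the Y1CTL libraries and 88.6 and 285 RPKM in the Y1cKO libraries. Elovl3, a fatty acid elongase, had a log2 fold change of -2.70, or -1.06 without Y1cKO replicate 1 and -4.34 without Y1cKO replicate 2. Dio2, which activates thyroid hormone, had -1.57. The list passed camera with the preset correlation (adjusted p = 1.23e-08), with an adjusted p = 0.840 with an estimated correlation. Its median level was 4.16 RPKM in Y1cKO replicate 1, the library with skeletal muscle transcripts, and 13.8 RPKM in Y1cKO replicate 2. The median log2 fold change was -0.66 without Y1CTL replicate 2 and -0.51 without Y1cKO replicate 1. Adrb3, the β3-adrenergic receptor, had 85.6 ± 24.9 RPKM in Y1CTL and 150.2 ± 4.11 RPKM in Y1cKO (SD, n = 2), Lipe, hormone-sensitive lipase, had 279 ± 19.1 RPKM in Y1CTL and 411 ± 6.40 RPKM in Y1cKO (SD, n = 2), and Pparg had 93.1 ± 15.4 RPKM in Y1CTL and 131 ± 20.6 RPKM in Y1cKO (SD, n = 2), with log2 fold changes of 0.68, 0.40 and 0.33 after that scaling. Unscaled and without Y1CTL replicate 2, Adrb3 had 0.54 and Pparg 0.33, against 0.84 and 0.49 with all libraries. Without Y1CTL replicate 1 Adrb3 passed the test as higher (adjusted p = 0.0425 from limma, and 0.0425 to 0.997 over its alternatives). Of 22 general and white adipocyte markers 20 were higher, 3 of them adjusted over the list alone and 0 over all genes in limma, and the call of this list by camera ended without Y1CTL replicate 2 (adjusted p = 0.184, and 4.78e-06 to 0.840 over its alternatives). Of 16 progenitor and fibroblast markers 15 were higher (median 0.96), 4 of them adjusted over the list alone. The median of the progenitor list was 0.51 without Y1cKO replicate 1. Scaled to the same median, the medians of these 2 lists were 0.42 and 0.80. Their adjusted p from camera was 3.27e-04 and 0.00139, and 0.840 for each with an estimated correlation. T cell markers, high in Y1CTL replicate 2 alone, had a median of -2.05, or -4.25 without Y1CTL replicate 1, with too few at 0.5 RPKM for a test without Y1CTL replicate 2. Skeletal muscle genes, high in Y1cKO replicate 1 alone, had a median of 2.32, or 0.041 without Y1cKO replicate 1 and 4.78 without Y1cKO replicate 2. Of 10 tested target genes of BMP and SMAD signaling, 6 were higher and 4 lower (median 0.43, or 0.27 after scaling and 0.22 without Y1cKO replicate 1, camera adjusted p = 0.673), with 0 passing adjusted over the list alone. Id3, an inhibitor of DNA binding, had 14.8 ± 0.497 RPKM in Y1CTL and 31.4 ± 14.1 RPKM in Y1cKO (SD, n = 2), and Smad6, an inhibitory SMAD, had 1.82 ± 0.776 RPKM in Y1CTL and 3.49 ± 0.104 RPKM in Y1cKO (SD, n = 2). Smad7, another inhibitory SMAD, was lower, with a log2 fold change of -0.86 after scaling, against 0.66 for Smad6. Before scaling, BMP receptors and SMADs were higher for 13 of 15 tested genes (median 0.37, camera adjusted p = 0.0774). All 5 tested BMP ligands were higher (median 0.90, camera adjusted p = 0.0405, and 0.840 with an estimated correlation). The receptor-activated Smad1 had 11.2 and 9.43 RPKM in the Y1CTL libraries and 11.0 and 8.41 RPKM in the Y1cKO libraries. Smad5 had 13.0 and 10.3 RPKM in the Y1CTL libraries and 13.5 and 13.6 RPKM in the Y1cKO libraries. Of 12435 genes tested, 0 passed an adjusted p of 0.05 in limma, 1468 had an unadjusted p under 0.05, and voom on the reads called 0. The median of all genes was 0.17 above 0. In 47.6% of the genes both Y1cKO libraries lay on one side of both Y1CTL libraries, 4584 above and 1332 below, where chance gives 33.3%. At the lines of Fig. 4g 310 genes were higher and 107 lower in Y1cKO, against 176 higher and 179 lower with the libraries scaled to the same median. Without Y1CTL replicate 1 or without Y1CTL replicate 2, each of which leaves 1 Y1CTL library, the median of all genes was 0.17.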

We also observed altered transcription in *Ythdf1*-KO tissue, which may be a secondary effect regulated by BMP8B/SMAD signaling. Thus, YTHDF1 may have applications in therapeutic strategies for the management of obesity-associated metabolic diseases.

## Methods

### Ethics statement

All animal studies were performed in compliance with the Guide for the Care and Use of Laboratory Animals by the Medical Experimental Animal Care Commission of Zhejiang University. All animal studies used the protocol that has been approved by the Medical Experimental Animal Care Commission of Zhejiang University (ZJU20220512).

### Mouse experiments

Mice were maintained and bred in specific pathogen-free conditions at the Animal Center of Zhejiang University. All animal studies were performed in compliance with the Guide for the Care and Use of Laboratory Animals by the Medical Experimental Animal Care Commission of Zhejiang University. Only adult male mice were used in our experiments. For each experiment, about 3–6 mice were used for each group. Randomization and blinding were used for animal studies. All mice were housed in a pathogen-free and climate-controlled environment (22–25 °C, 40–60% humidity) with a 12-h light–dark cycle that provided free access to food and water unless stated otherwise.

Conditional *Ythdf1* KO allele (*Ythdf1*^*CTL*^) was generated by Cyagen Biosciences (China). The fourth exon of *Ythdf1* was targeted with flanking LoxP sites. AdipoQ-Cre mice were obtained from the Jackson Laboratory. All of the primers for PCR genotyping were listed in Supplementary Table1.

For obese mice model, C57BL/6 J male mice at 8–10-week-old were fed with HFD (60% fat as kcal, D12492, ResearchDiet Inc, New Brunswick, NJ) for 8–12 weeks as indicated in Figures. Chow diet (10% fat as kcal, D12450J, ResearchDiet Inc) was used as control. For cold exposure, mice were individually housed in plastic cages at 4 °C for 7 days. For thermoneutral condition, mice were individually housed in plastic cages at 29 °C. Mice were intraperitoneally injected with CL316,243(Sigma) at 1 mg/kg/day for seven consecutive days. To exclude the BAT function, interscapular BAT was surgically removed^37,38^. The OCR of adipose tissues was performed using Clark-type oxygen electrodes (Strathkelvin Instruments)^39^. For histology analysis, adipose tissues were rinsed with DPBS and fixed in 10% formalin. Hematoxylin and eosin (H&E) staining and immunohistochemistry were performed.

### Cells and reagents

3T3-L1 pre-adipocytes (CL-173) and HEK293T cells (CRL-3216) are obtained from ATCC and cultured in DMEM medium (HyClone) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific). The primary preadipocytes were digested in Dispase II (Sigma-Aldrich) and cultured in DMEM/F12 medium (Gibco)^40^. The seahorse assay was performed using Seahorse XF96 Analyzer (Agilent).

### Plasmids construction

To construct shRNA for YTHDF1-shRNA virus, shRNA oligos of YTHDF1 were cloned to the lentiviral vector pLKO.1. Transgenes encoding YFP or YTHDF1 were inserted into the multiple cloning sites of rAAV2 vector. To achieve adipose tissue-specific expression, the promoter in the vector was replaced with AdipoQ promoter. The oligos for shRNA construction are listed in Supplementary Table 1.

### RNA isolation and quantitative RT-PCR

Total RNA was isolated from various adipose tissues of mice or cells using TRIzol reagent (Life Technologies). Reverse transcription of RNA sample with M-MLV reagent (Takara) using random primers. Real-time PCR was performed using the SYBR Green I master mix (Takara) on a Light Cycler 480 real-time PCR system (Roche). Relative gene expression was normalized for the ACTB or GAPDH reference gene and was calculated using the 2(−ΔΔCT) method. RT-qPCR primers are listed in Supplementary Table 2.

### Immunoblotting

Cells or adipose tissues were lysed in RIPA lysis buffer (Beyotime, China). Total protein under denaturing conditions was separated by sodium dodecyl sulfate-polyacrylamide gel (SDS-PAGE) and transferred to PVDF membranes (Millipore). Membranes were blocked and incubated with primary antibodies, followed by incubation with the secondary antibody and chemiluminescent detection system (Bio-Rad). Anti-YTHDF1 (Proteintech, 17479-1-AP), Anti-YTHDF2 (Proteintech, 24744-1-AP), Anti-YTHDF3 (Proteintech, 25537-1-AP), Anti-UCP1 (Proteintech, 23673-−1-AP), Anti-MCP1 (Abcam, ab214819), Anti-BMP8B (Shanghai Huzhen, HZ-12837R) were used for immunoblotting at 1:1000 dilution. Anti-Alpha-Tubulin (Abclonal, A6830) and anti-ACTB (Proteintech, 66009-1-Ig) were used for immunoblotting at 1:3000 dilution.

### Polysome Profiling

Cells or tissues were lysed in polysome lysis buffer (10 mM HEPES, pH 7.4, 100 mM KCl, 5 mM MgCl_2_, 100 μg/ml CHX, 5 mM DTT, and 1% Triton X‐100) and centrifuged. The supernatant was centrifuged in gradient sucrose (Beckman, rotor SW41Ti), fractioned (BioCamp), and collected (FC203B, Gilson). Total RNA from the indicated fractions were isolated by TRIzol reagent for RT-qPCR analysis^41^.

### Virus packaging

The lentivirus was packaged in HEK293T cells with helper vector pMD2G and psPAX2 by transfecting cells with indicated constructs. The AAV was packaged with pAAV-RC2 and pHelper in AAV293 cells.

### rAAV injection to inguinal WAT

A total of 6-week-old mice were anesthetized with 2% isoflurane in O_2_. After anesthesia was fully induced, mice were injected with rAAV (1.0 × 10^12^ vg per 20 μl phosphate buffered saline) with a 0.3 cc, 30 G insulin syringe^42^. Finally, the wound was closed with 4-0 PDS II FS-2 suture.

### Metabolic analysis

Body weight and food intake were measured weekly. For GTT, mice were intraperitoneally injected of D-glucose (2 g/kg body weight, 1 g/kg body weight for obese mice) after overnight starvation. For ITT, mice were intraperitoneally injected with insulin (0.7 U/kg body weight, 1.5 U/kg body weight for obese mice) after 5 hr fasting. Serum glucose levels were determined in tail blood samples at 0, 15, 30, 60, 90, and 120 min after glucose or insulin injection using a glucometer (Accu-Chek, Roche). Core body temperature was measured intra-rectally at around 4 p.m. The energy expenditure, including O_2_ consumption, CO_2_ generation, and energy heat generation, were monitored using Promethion High-Definition Behavioral Phenotyping System for Mice (Sable Systems International).

### Biochemical analysis of plasma

Blood samples were obtained from cardiac puncture, and plasma was collected after centrifugation for 15 min at 3000 rpm at 4 °C. Total cholesterol, triglyceride, low-density lipoprotein cholesterol and high-density lipoprotein cholesterol were measured by using the assay kits were from HaoKe Biotech Co., Ltd. (Shanghai, China).

### RNA-seq

The polyadenylated RNA was enriched from total RNA using the Dynabeads Oligo(dT)25 (Invitrogen, USA) and fragmented into ~100-nucleotide-long fragments using RNA fragmentation reagent (Ambion, AM8740). Fragmented RNA samples were used for library construction and high‐throughput sequencing.

### m^6^A-seq

Fragmented mRNA was incubated with m^6^A antibody-coated beads for 6 h at 4 °C. The immunoprecipitation complex was digested with Proteinase K at 55 °C for 1 h. RNA was then extracted using TRIzol reagent and used for library construction.

### Ribo-seq

iWAT tissue was treated with polysome lysis buffer. After centrifugation, the supernatant was digested with *E. coli* RNase I (Ambion) for 1 h. Ribosome-protected fragments were collected by ultracentrifugation. RNA was extracted using TRIzol reagent. The library was constructed with small RNA library construction kit (NEB)^41^.

### Statistical analysis

Illumina Casava1.7 software used for basecalling. Sequenced reads were trimmed for adaptor sequence, and masked for low-complexity or low-quality sequence, then mapped to mm8 whole genome using Hisat2 v2.2.1^41^. Statistical analysis was performed using GraphPad Prism 8 software (GraphPad Software, Inc.). Data were presented as mean ± standard errors of the means (SEM). P values were calculated using a two‐tailed t‐test unless stated otherwise. Asterisks denote statistical significance (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

### Statistics and reproducibility

All of the experiments had repeated at least 3 times independently with similar results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Reporting summary

## Data Availability

The sequencing data of m^6^A-seq data used in this study are available in Gene Expression Omnibus under accession code GSE178884. The sequencing data of RNA-seq and Ribo-seq data used in this study are available in Gene Expression Omnibus under accession code GSE197173. Source data are provided with this paper. The human sequencing data of RNA-seq data reused in this study are available in Gene expression omnibus under accession code GSE156906^43^, GSE162653^44^, and GSE110729^45^. All other data generated or analysed during this study are included in this published article (and its supplementary information files). Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

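RNA-seq and Ribo-seq of inguinal white adipose tissue of cold-exposed mice gave 8 libraries, 2 per genotype (Y1CTL and Y1cKO) and assay. RNA-seq was made from polyadenylated RNA and Ribo-seq from fragments protected by ribosomes. The authors trimmed adaptors, masked low-complexity or low-quality sequence, mapped reads with HISAT2 2.2.1 to mm8 and deposited 1 table of RPKM values per library, with the transcript length, coding start and coding end of each gene. The counter, the annotation release and the strandedness are not given in the sources used here. The submitters' processing notes also name DESeq2, with no role stated. In the deposited values, RPKM was computed over the transcript length for RNA-seq and over the coding length for Ribo-seq, and all values (100%) were whole multiples of 1 read within 0.01 read, so that reads and depth could be computed back. The RNA-seq tables list 16674 genes and the Ribo-seq tables together 15559, of which 13582 are in all 4. A gene absent from a Ribo-seq table was taken as 0. Symbols that had turned into dates (24 genes) were replaced through the gene identifiers, 17255 of 17264 of which matched a table of gene names.

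Depth was lower in the Y1CTL than in the Y1cKO RNA-seq libraries, and a Ribo-seq library held 7364523 to 11862838 reads. A gene with 0 reads may have up to 3 reads by counting error, and intervals and floors cover counting error only. Replicates differed by far more than sampling noise, with a chi-square of 12.3 to 36.2 per degree of freedom, so that no library was taken as a copy of another. Across genes, Pearson's r of log2 values was 0.982 to 0.991 between Ribo-seq libraries. It was 0.893 to 0.905 between Y1CTL RNA-seq replicate 2 and the other RNA-seq libraries and 0.950 to 0.977 among those. Genes are not independent replicates.

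Values were set to log2(RPKM + 0.5) and tested with limma 3.58.1 (R 4.3.3) with an intensity trend, within each assay, among genes with a mean of at least 0.5 RPKM. Translational efficiency (TE) was tested as the interaction of assay and genotype over all 8 libraries, with no block. P-values were adjusted by Benjamini-Hochberg over the genes tested. The legend of Fig. 4g names a Mann-Whitney test, whose exact two-sided p cannot go below 0.333 with 2 libraries against 2, so that limma was used and single values had no exact test. The lines of Fig. 4g stand for a log2 fold change beyond 1 with an unadjusted p under 0.05 from limma. The design, the alternatives, the rule for named genes and the gene lists (39, written by hand from general knowledge) were fixed before the data were examined. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. They follow the names of database terms and are not the databases. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

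The tests were checked on simulated libraries with 200 genes changed, after a first run on the data. For Ribo-seq (12480 simulated genes), limma called 34.0% of genes changed by 1 log2 unit and 88.0% of those changed by 2. For RNA-seq (12177 genes) it called 2.08% and 31.9%, and for TE (11548 genes) 2.04% and 57.4%. With the PPAR signaling list shifted by -0.5 in simulated Ribo-seq data, camera gave an adjusted p of 1.12e-31 with the preset and 0.161 with the estimated correlation, and fry gave 0.0276. With the same shift the estimated correlation gave 0.659 in simulated RNA-seq and 0.0360 in simulated TE data. With the preset correlation camera also called 2 of 37 unshifted lists in simulated Ribo-seq data. In the data themselves camera with the preset correlation called 13 lists in Ribo-seq, 14 in RNA-seq and 12 for TE, while camera with an estimated correlation and fry called 0 in each.

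The text names a part of the genes that a fixed rule takes, which are the genes the paper names for iWAT and the BMP genes; for each comparison the 10 largest rises and 10 largest falls with both Y1cKO libraries on one side of both Y1CTL libraries, taken at an unadjusted p under 0.05 and a log2 change beyond 1 because no gene passed the adjusted p; up to 4 members of each list with the smallest p; and the 5 genes with the highest mean of each assay. The paper's text and Fig. 4g had been read by then.

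The labels state that lysed tissue was divided between the assays, and libraries with the same number were taken as 1 animal. The columns of both Y1cKO RNA-seq tables carry the other replicate number than the sample labels, and the labels were followed. The correlation of the deviations of same-numbered RNA-seq and Ribo-seq libraries from their group means, across genes, was -0.14 in Y1CTL and -0.24 in Y1cKO. Alternatives covered the pseudocount, the filter, the scaling, the trend and moderation of limma, library weights, a fit over all 8 libraries, the replicate or animal as a block, each animal left out, and fold-only or p-only criteria. Added after the data were seen were limma voom on the recovered reads, RNA-seq thinned to 1 depth, a crossed pairing and fold-only criteria with no filter. The m6A-seq data, and with it the division by m6A, were not used here.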

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

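All tests of explanations in this part were chosen after the results were seen. Skeletal muscle genes, which the paper does not discuss, had a median of 9.37 RPKM in Y1cKO RNA-seq replicate 1 (Acta1 61.8 RPKM, Atp2a1 30.3 RPKM), where 20 of 23 reached 0.5 RPKM against 4 in the mean of the other RNA-seq libraries, above the 0 and 0.0323 RPKM of the Y1CTL RNA-seq libraries. Lymphoid markers had a median of 14.7 RPKM in Y1CTL RNA-seq replicate 2 (Ccl21a 86.1 RPKM, Cd79a 63.9 RPKM; 26 of 26 reached 0.5 RPKM, against 3 in the mean of the other RNA-seq libraries and 26 in that of the Ribo-seq libraries), at most 0.207 RPKM in the other RNA-seq libraries and at least 51.0 RPKM in each Ribo-seq library. High translation of lymphoid transcripts would give a like Ribo-seq over RNA-seq ratio at each replicate number, but its excess over all genes ranged over 4.99 log2 units, and loss of Ythdf1 is argued against by the 4.93 log2 units between the 2 Y1CTL RNA-seq libraries. Exchanged replicate numbers would not account for the muscle transcripts, whose median was at most 0.209 RPKM in both Y1cKO Ribo-seq libraries, nor for the lymphoid ones, since each Ribo-seq library held them, while whether the numbers are exchanged stays open, as same-numbered libraries deviated in opposite directions and the columns of both Y1cKO RNA-seq tables carry the other number. A tissue make-up that differs between the RNA-seq and Ribo-seq material, such as a lymph node or adjoining muscle, also stays open. The excess of 0.348 log2 units in Y1CTL replicate 2 restates which RNA-seq library held lymphoid transcripts and does not test it. While such a difference stays open, a TE change in these libraries cannot be taken as a change of translation, least of all for the lymphoid lists.

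Bmp8b footprints were 9.52-fold higher in Y1CTL Ribo-seq replicate 1 than in Y1CTL replicate 2. Counting error is argued against by an exact binomial p = 2.64e-13 between these libraries. More beige adipocytes in that sample stay open, since the lower 95% counting bound of that ratio, 4.21, lay above the upper quartile of 3.58 among 20 other beige genes, of which 3 lay at or above the bound, up to 12.6 for Elovl3. Fewer beige adipocytes in the Y1cKO samples are argued against as the whole cause of the low Bmp8b values there relative to that library, since the beige marker medians of 48.3 and 62.2 RPKM lay near its 62.6 RPKM and the upper 95% counting bound of the Bmp8b ratio of Y1cKO to it, 0.114, lay below the lowest ratio of the other beige genes, 0.224 (Dio2). From these libraries, whether loss of Ythdf1 lowers Bmp8b footprints stays open, since that contrast rests on 1 Y1CTL library. Y1CTL replicate 2 (beige marker median 34.7 RPKM) could not be told from the Y1cKO libraries at this depth (exact binomial p = 0.242). The paper's other evidence, such as lower BMP8B protein in knockout iWAT and its polysome, reporter and RNA-binding assays, was not examined here.

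More genes were higher than lower in Y1cKO RNA-seq. Unequal sequencing depth is argued against, since with all RNA-seq libraries thinned to the shallowest 73.9% of the genes past the lines of Fig. 4g were still higher. With the libraries scaled to the same median this was 49.6%, a balance that such scaling brings about by itself. The 10 genes with the most reads held 35.6% and 37.7% of the reads in the Y1CTL RNA-seq libraries. In the Y1cKO RNA-seq libraries they held 27.2% and 30.0%. A larger share for these genes lowers the RPKM of all others, so these values go with the scaling of the RPKM values as a source of the excess. How much of the excess it makes up was not tested, and whether a part is biological stays open.

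The 4 libraries of an assay can be divided in 3 ways, too few to judge chance. For Ribo-seq the real division gave 37 genes past the lines and the highest other 82, and all 3 divisions gave as many as the real one. For RNA-seq the real division gave 417, the highest other 160, and 1 division, the real one, gave as many.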

How the results depend on the processing

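Fits with voom, thinned libraries and the crossed pairing, and folds with no filter, were chosen after the data were seen. In Ribo-seq, RNA-seq and TE, 0 genes passed the adjusted p in limma under each alternative that kept every library, voom included. At an unadjusted p under 0.05 there were 347, 1468 and 1021, and 293, 1332 and 1014 with voom. Of 942 pairs of a named gene and a comparison, 0 were called with every animal kept and 158 under at least 1 alternative. Leaving out an animal leaves 1 sample in a group, which is assumed to vary like the other group. The cause of the changes below was not tested, apart from fewer genes at the stricter filter and fewer samples where an animal is left out. Lists have no unmoderated value, Bmp8b has none at 5 RPKM or without Y1CTL replicate 1, T and B cell lists have none in RNA-seq and TE without Y1CTL replicate 2, where under 3 genes were tested, and other small lists none at 5 RPKM or, for epithelium, with an animal left out, and count tests, planned for files that also give counts, were not run, with voom on the recovered reads run instead.

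Genes higher and lower at the lines of Fig. 4g in Ribo-seq were 40 and 31 with a pseudocount of 0.1, 9 and 10 with 1, 5 and 5 at a filter of 5 RPKM, 3 and 5 unmoderated, 32 and 29 with voom, 390 and 351 at 1.5-fold alone, 91 and 87 at 2-fold alone (1357 and 1431, and 883 and 895, with no filter) and 204 and 143 by unadjusted p alone. In RNA-seq they were 147 and 28 at 5 RPKM, 176 and 179 at the same median, 192 and 160 with quantile normalization, 119 and 37 unmoderated, 272 and 162 with voom, 2164 and 1153 at 1.5-fold alone, 710 and 695 at 2-fold alone (4251 and 2613, and 2575 and 1941, with no filter) and 1246 and 222 by unadjusted p alone. By unadjusted p alone RNA-seq gave 576 higher and 455 lower at the same median, and 645 and 463 with quantile normalization. For TE the genes at the lines were 28 and 121 at 5 RPKM, 153 and 148 at the same median, 153 and 184 with quantile normalization, 48 and 145 unmoderated and 165 and 282 with voom. The median TE change was -0.021 at the same median and -0.035 with quantile normalization.

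With the replicate number as a block, genes at the lines were 18 and 25 in Ribo-seq, 320 and 144 in RNA-seq and 87 and 245 for TE, and 91 and 260 for TE with the animal as the block, and no count of adjusted calls and no call of a list for a term the paper names changed in Ribo-seq. Camera then also called beige markers in Ribo-seq (adjusted p = 0.0169), endothelial (0.0199), erythrocyte (0.00199), nerve (0.0343) and mitochondrially encoded genes (0.0343) in RNA-seq, and the interferon response for TE (0.0441), with endothelial genes (0.0386) and the interferon response (0.0435) for TE by animal. It changed no other call. Between the genotypes, whose numbers mark no shared animal, deviations of same-numbered libraries correlated at 0.05 in Ribo-seq and -0.02 in RNA-seq. The crossed pairing, run because same-numbered libraries deviated in opposite directions, gave 161 and 339.

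With an animal left out, genes called in Ribo-seq were 0 to 43 higher and 0 to 13 lower, in RNA-seq 0 to 265 and 0 to 400, and for TE 0 to 508 and 0 to 455. At the lines they were 33 to 144 and 31 to 70 in Ribo-seq, 119 to 707 and 58 to 725 in RNA-seq, and 61 to 938 and 77 to 1062 for TE. The median TE change was -0.25 to -0.086, and Bmp8b -3.03 to -1.61. List medians in Ribo-seq were -0.16 to -0.053 for PPAR signaling, -0.15 to 0.0070 for fatty acid metabolism, -0.080 to 0.081 for phosphodiesterases, -0.13 to -0.023 for TG homeostasis, -0.25 to -0.047 for lipoprotein metabolism and 0.048 to 0.29 for cardiac muscle contraction.

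With an estimated correlation (adjusted p = 0.789) the calls of PPAR signaling (median -0.046), lipoprotein metabolism (-0.17) and cardiac muscle contraction (0.20) ended. Fatty acid metabolism passed at 5 RPKM (median -0.0073) and with quantile normalization (-0.022), and phosphodiesterases had 0.136 at 5 RPKM. Directions by test turned when 1 animal was left out, where the medians ranged as follows. Without Y1CTL replicate 2 this held in Ribo-seq for beige (-0.20 to 1.07), general adipocyte (-0.41 to 0.14), neutrophil and mast cell (-0.38 to 0.40) and cardiac genes, in RNA-seq for ribosomal proteins (-0.38 to 0.32), for TE in general adipocyte (-1.31 to -0.14) and ribosomal protein genes (-0.25 to 0.79), and for Elovl3 in Ribo-seq (-1.14 to 2.51). Without Y1CTL replicate 1 it held in Ribo-seq for progenitor genes (-0.18 to 0.47), Gk (-1.67 to 1.04) and Fabp3 (-1.55 to 1.35), and for TE of H4c2 (-2.68 to 1.43). Without Y1cKO replicate 1 it held for skeletal muscle in RNA-seq (0.041 to 4.78), and with voom, whose median was 2.55.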

Differences from the paper's values

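The paper reports 595 downregulated and 560 upregulated genes in Ribo-seq, and its text does not name the thresholds behind them. At the lines of Fig. 4g, 20 genes were lower and 17 higher here. Of the alternatives set before the data were examined, a fold of 1.5 between group means alone came within 1.5 times the paper's count of higher genes (390), though not of lower genes (351), and the others came within it for neither. With no filter, chosen after the values were seen, a fold alone gave 1431 lower and 1357 higher genes at 1.5-fold and 895 lower and 883 higher genes at 2-fold, all above the paper's counts and none within 1.5 times of them. For Bmp8b in Ribo-seq, the negative log10 of the p lies at about 3.8 in Fig. 4g, read by eye, and was 1.23 here. The legend names a Mann-Whitney test, and the value here is from limma. No alternative that kept every library came within 1.5 times of the figure. Without Y1CTL replicate 2, which leaves 1 Y1CTL library, the log2 fold change of Bmp8b was -3.03. The p of that fit cannot be set against the figure, since it rests on 1 Y1CTL library and another test.

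The paper reports lower mRNA of 7 thermogenic and lipolytic genes in knockout iWAT (Fig. 3f). By RNA-seq here 3 of these were lower and 4 higher. With the libraries scaled to the same median 4 were lower and 3 higher, as Ppargc1a turned from 0.14 to -0.026. The paper's methods give real-time PCR relative to ACTB or GAPDH, with 3 mice in Fig. 3f, which is another measure than RPKM. With that scaling Gapdh and Actb had RNA-seq log2 fold changes of -0.60 and -0.35 here (adjusted p = 0.651 and 0.787 from limma). Whether this difference of measure accounts for the directions was not tested. Unscaled, Ppargc1a was -0.0018 without Y1CTL replicate 1, 0.27 without Y1CTL replicate 2, 0.28 without Y1cKO replicate 1 and -0.0066 without Y1cKO replicate 2. Cox8b, also lower, was -0.52 with that scaling. Unscaled and with each animal left out in turn, Cox8b lay between -0.79 and 0.076, so that its direction also turned. Of Pparg, Adrb3 and Lipe the log2 fold changes were 0.49, 0.84 and 0.56, or 0.33, 0.68 and 0.40 with that scaling, while those of Ucp1 (-2.53) and Cidea (-1.49) lay in the paper's direction, and none passed the adjusted p in limma with all libraries. Ucp1 was -0.78 without Y1cKO replicate 1 and -4.27 without Y1cKO replicate 2, and Cidea -0.65 without Y1cKO replicate 1 and -2.33 without Y1cKO replicate 2, where Y1cKO replicate 1 is the library with skeletal muscle transcripts. Pparg was 0.33 without Y1CTL replicate 2, and Adrb3 0.54 without Y1CTL replicate 2. Without Y1CTL replicate 1, Adrb3 passed it as higher in Y1cKO (log2 fold change 1.14, adjusted p = 0.0425 from limma, and 0.0425 to 0.997 over its alternatives). The paper reports lower Leptin mRNA in knockout iWAT, and by RNA-seq here Lep had a log2 fold change of 0.80, or 0.63 with that scaling, and 1.30 without Y1CTL replicate 1, 0.29 without Y1CTL replicate 2 and 0.53 without Y1cKO replicate 1. The paper places Bmp8b first by fall among downregulated genes with m6A. Among all genes tested here, AA467197 lay below it on the log2(RPKM + 0.5) scale (-1.79, against -1.75), by the ratio of the group means Bmp8b was at place 3, and which genes carry m6A was not analysed here.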

Other observations

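No test of an explanation was run for the observations in this part. Interferon response genes had low Ribo-seq values in Y1cKO. Of 16 tested, 15 were lower (median log2 fold change -0.27), with an adjusted p = 1.86e-05 from camera, 0.789 with an estimated correlation and 0.118 without Y1CTL replicate 1 (3.77e-08 to 0.789 over its alternatives), and a median of -0.086 without Y1CTL replicate 1 and -0.42 without Y1CTL replicate 2. Isg15, a ubiquitin-like protein induced by interferon, had 37.0 ± 4.98 RPKM in Y1CTL and 22.6 ± 2.81 RPKM in Y1cKO (SD, n = 2), and Ifit2, an RNA-binding protein of that response, had 11.7 ± 1.75 RPKM in Y1CTL and 7.88 ± 1.71 RPKM in Y1cKO (SD, n = 2). By RNA-seq the list had a median of 0.15, which turned to -0.0095 with the libraries scaled to the same median and was 0.31 without Y1CTL replicate 1, -0.069 without Y1CTL replicate 2, -0.084 without Y1cKO replicate 1 and 0.32 without Y1cKO replicate 2. Of 14 genes of the m6A machinery 10 were lower in Ribo-seq (median -0.13, camera adjusted p = 0.0174, and 0.789 with an estimated correlation), a call that ended without Y1CTL replicate 1 (0.118), Y1CTL replicate 2 (0.125) or Y1cKO replicate 1 (0.292, and 0.0100 to 0.789 over its alternatives), with a median of -0.0035 without Y1cKO replicate 1 and -0.27 without Y1cKO replicate 2. Immediate early genes lay higher in Ribo-seq, 13 of 14 (median 0.28, camera adjusted p = 2.61e-04, and 0.789 with an estimated correlation), with a median of 0.14 without Y1CTL replicate 2 and 0.18 without Y1cKO replicate 2. Of the 75 ribosomal protein genes tested 73 were higher (median 0.23, camera adjusted p = 2.51e-12, and 0.789 with an estimated correlation). Without Y1CTL replicate 2 that call ended (adjusted p = 0.242), and the median was 0.41 without Y1CTL replicate 1, 0.046 without Y1CTL replicate 2 and 0.14 without Y1cKO replicate 1. Of 10 mitochondrially encoded genes 10 were higher (median 0.53, camera adjusted p = 3.88e-04, and 0.789 with an estimated correlation), a call that ended without Y1cKO replicate 1 (adjusted p = 0.654), with a median of 0.26 without Y1CTL replicate 2, 0.19 without Y1cKO replicate 1 and 0.81 without Y1cKO replicate 2. Markers of 3 other cell types also passed camera in Ribo-seq. Of 12 T cell markers 11 were higher (median 0.24, camera adjusted p = 7.62e-04), a call that ended without Y1CTL replicate 2 (adjusted p = 0.391, and 1.54e-05 to 0.789 over its alternatives), with a median of 0.40 without Y1CTL replicate 1 and 0.094 without Y1CTL replicate 2. Of 14 B cell and lymph node markers 13 were higher (median 0.24, camera adjusted p = 2.54e-05), with a median of 0.14 without Y1CTL replicate 2 and 0.13 without Y1cKO replicate 2. Of 5 erythrocyte genes 5 were lower (median -0.60, camera adjusted p = 0.00270), a call that ended without Y1CTL replicate 1 (adjusted p = 0.857) and without Y1cKO replicate 1 (0.0832, and 6.75e-09 to 0.857 over its alternatives), with a median of -0.13 without Y1CTL replicate 1, -0.996 without Y1CTL replicate 2 and -0.26 without Y1cKO replicate 1. With an estimated correlation the adjusted p of these 3 lists was 0.789.

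For several genes the assays gave different directions. Ang had 48.3 and 145 RPKM in the Y1CTL libraries and 3.59 and 2.17 RPKM in the Y1cKO libraries by RNA-seq, against 18.7 ± 8.04 RPKM in Y1CTL and 23.6 ± 0.504 RPKM in Y1cKO (SD, n = 2) by Ribo-seq. With each animal left out in turn, the Ribo-seq log2 fold change of Ang lay between -0.047 and 0.84, so that its direction there was not stable. Tmem38b, a potassium channel of the endoplasmic reticulum, had 266 and 454 RPKM in the Y1CTL libraries and 28.1 and 12.9 RPKM in the Y1cKO libraries by RNA-seq, against 20.0 ± 7.24 RPKM in Y1CTL and 25.7 ± 0.148 RPKM in Y1cKO (SD, n = 2) by Ribo-seq. Neither passed the adjusted p in limma with all libraries, in RNA-seq or for TE, and for TE both passed it without Y1CTL replicate 1 (7.62e-04 and 0.00432, with 7.62e-04 to 1.00 and 0.00432 to 1.00 over their alternatives). In RNA-seq both passed it without Y1CTL replicate 1 (adjusted p = 0.00554 for Ang and 0.0113 for Tmem38b) and without Y1CTL replicate 2 (0.00951 and 0.0196), with 0.00554 to 0.997 and 0.0113 to 0.737 over their alternatives. The alpha-globin genes Hba-a1 and Hba-a2, near-identical copies that may share reads, had log2 fold changes of 1.50 and 1.75 by RNA-seq (1.34 and 1.59 with the libraries scaled to the same median) and of -0.61 and -0.60 by Ribo-seq, where Hba-a1 had 444 and 228 RPKM in the Y1CTL libraries and 154 and 280.1 RPKM in the Y1cKO libraries. Without Y1CTL replicate 2 the RNA-seq value of Hba-a1 was 0.95. For TE both had an adjusted p of 0.563 from limma. Nnat lay higher in Y1cKO in both assays, with 6.62 and 1.32 RPKM in the Y1CTL libraries and 19.3 and 31.2 RPKM in the Y1cKO libraries by RNA-seq. In RNA-seq Hba-a1 (0.0278, and 0.0278 to 0.997 over its alternatives) and Nnat (0.00728, and 0.00728 to 0.997 over its alternatives) passed the adjusted p in limma without Y1CTL replicate 1, as did Nnat for a lower TE (0.0482, and 0.0482 to 1.00 over its alternatives). The log2 TE change of Nnat was -1.31 with all libraries, and -1.16 with that scaling. With each library pair left out in turn it lay between -2.51, without Y1CTL replicate 1, and -0.11, without Y1CTL replicate 2. Its RNA-seq change was 2.80, or 1.82 without Y1CTL replicate 2. Beige markers had a median of 0.33 in Ribo-seq and -1.32 in RNA-seq, and the former was 1.07 without Y1CTL replicate 1 and -0.20 without Y1CTL replicate 2, each passing camera in its own direction (2.03e-16 and 8.74e-07, against 0.0853 with all libraries and 2.03e-16 to 0.893 over its alternatives). Without Y1cKO replicate 2 they also passed camera as higher (adjusted p = 0.0115). Among them, Ucp1 and Cidea had Ribo-seq log2 fold changes of 0.60 and 0.37. Without Y1CTL replicate 1 both passed the adjusted p in limma as higher (1.55, adjusted p = 0.0182, and 0.0182 to 1.00 over its alternatives, and 1.23, adjusted p = 0.0281, and 0.0281 to 1.00 over its alternatives), and without Y1CTL replicate 2 they were -0.36 and -0.50. The TE of the beige markers had a median of 1.21 (camera adjusted p = 8.63e-07, and 0.648 with an estimated correlation), a call that ended without Y1CTL replicate 2 (adjusted p = 0.118), with a median of 2.50 without Y1CTL replicate 1, 0.32 without Y1CTL replicate 2 and 0.73 without Y1cKO replicate 1. Extracellular matrix receptor genes had a median of 0.61 in RNA-seq, or 0.45 with that scaling (camera adjusted p = 0.00423, and 0.840 with an estimated correlation), and the call ended without Y1CTL replicate 2 (adjusted p = 0.184) and without Y1cKO replicate 1 (0.165), with a median of 0.39 without Y1CTL replicate 2 and 0.31 without Y1cKO replicate 1. Progenitor and fibroblast markers were also higher in RNA-seq, 15 of 16 (median 0.96). Whether tissue make-up accounts for both lists was not tested. Proliferation genes had a median of -0.72 in RNA-seq, or -0.89 with the libraries scaled to the same median (camera adjusted p = 1.16e-08, and 0.840 with an estimated correlation), and of -0.36 without Y1cKO replicate 2.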
